# Effects of the repression of *GIGANTEA* gene *StGI.04* on the potato leaf transcriptome and the anthocyanin content of tuber skin

**DOI:** 10.1186/s12870-022-03636-3

**Published:** 2022-05-20

**Authors:** Khongorzul Odgerel, Jeny Jose, Flóra Karsai-Rektenwald, Gitta Ficzek, Gergely Simon, György Végvári, Zsófia Bánfalvi

**Keywords:** Anthocyanins, Antisense repression, GIGANTEA, *Solanum tuberosum*, Transcriptome, Tuberisation, Tuber skin colour

## Abstract

**Background:**

GIGANTEA (GI) is a plant-specific, circadian clock-regulated, nuclear protein with pleiotropic functions found in many plant species. This protein is involved in flowering, circadian clock control, chloroplast biogenesis, carbohydrate metabolism, stress responses, and volatile compound synthesis. In potato (*Solanum tuberosum* L.), its only role appears to be tuber initiation; however, based on findings in other plant species, we hypothesised that the function of GI in potatoes is not restricted only to tuberisation.

**Results:**

To test this hypothesis, the expression of a *GI* gene in the commercial potato cultivar ‘Désirée’ was repressed, and the effects of repression at morphological and transcriptome level were investigated. Previously, two copies of *GI* genes in potato were found. A construct to reduce the mRNA levels of one of these genes (*StGI.04*) was assembled, and the effects of antisense repression were studied in greenhouse-grown plants. The highest level of repression reached around 50%. However, this level did not influence tuber formation and yield but did cause a reduction in tuber colour. Using high-performance liquid chromatography (HPLC), significant reductions in cyanidin 3,5-di-O-glucoside and pelargonidin 3,5-di-O-glucoside contents of tuber peels were detected. Anthocyanins are synthesized through a branch of the phenylpropanoid pathway. The transcriptome analysis indicated down-regulation in the expression of *PHENYLALANINE AMMONIA LYASE* (*PAL)*, the *LEUCOANTHOCYANIDIN OXIDISING* enzyme gene *LDOX*, and the *MYB-RELATED PROTEIN Hv1* (*MYB-Hv1*)*,* a transcription factor coding gene, which is presumably involved in the regulation of flavonoid biosynthesis, in the leaves of a selected *StGI.04*-repressed line. Furthermore, alterations in expression of genes affecting the circadian clock, flowering, starch synthesis, and stress responses were detected in the leaves of the selected *StGI.04*-repressed line.

**Conclusions:**

We tested the effects of antisense repression of *StGI.04* expression in potatoes and found that as with GI in other plant species, it influences the expression of the key genes of the circadian clock, flowering, starch synthesis, and stress responses. Furthermore, we detected a novel function of a *GI* gene in influencing the anthocyanin synthesis and potato tuber skin colour.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03636-3.

## Background

GIGANTEA (GI) is a plant-specific, circadian clock-regulated, nuclear protein with pleiotropic functions. The most extensively studied physiological process in which GI is involved is flowering. It has been shown in several plant species that GI regulates flowering time through the photoperiod-pathway. It is indicated by the *gi Arabidopsis* mutants that GI acts in the long-day (LD) flowering pathway because *gi* mutants flower late under LD conditions. GI forms a complex with the FLAVIN-BINDING KELCH-REPEAT F-Box 1 (FKF1) protein and up-regulates the expression of *CONSTANS* (*CO*) by degrading the *CO*-repressor, CYCLING DOF FACTOR 1 (CDF1). CO measures the duration of daytime and activates *FLOWERING LOCUS T* (*FT*), encoding the mobile peptide ‘florigen’, and *TWIN SYSTER OF FT* (*TSF*) under LD conditions (reviewed in [1]). Recently, it has been shown that the GI-FKF1-CDF1-CO module is employed even by mangoes in regulating its temperature dependent flowering [2].

Besides flowering time regulation, GI is involved in circadian clock control while the expression of *GI* itself is regulated by the circadian clock and peaks 8–10 hours after dawn. GI interacts with several clock proteins. It also functions in the process of light signalling. It appears to be a positive regulator of *PHYTOCHROME B* (*PHYB*) signalling. The *gi* mutant *Arabidopsis* seedlings possess long hypocotyls under blue light indicating that GI has a role also in the blue light signalling. Furthermore, GI functions in chloroplast biogenesis and chlorophyll accumulation; the *gi* mutants are characterised by increased chlorophyll level. GI has a direct connection with the sucrose metabolism. Increased starch content was observed in *Arabidopsis* and rice *gi* mutants. GI interacts with TREHALOSE-6-PHOSPHATE SYNTHASE 8 and this interaction may have a direct influence on the carbohydrate metabolism (reviewed in [3]).

Another large category of biological functions, in which GI is involved, is the responses of plants to environmental stresses. GI acts by conferring salt and freezing tolerance to *Arabidopsis* and *Brassica nigra*. In contrast, in *B. rapa* and poplar plants, down-regulation of *GI* leads to enhancement of salt tolerance. *GI* expression is induced in response to drought stress and in combination with miRNA172, causes suppression of *WRKY44*, a transcription factor participating in sugar metabolism. GI plays an inhibitory role during oxidative stress by causing down-regulation of the expression of *SUPEROXIDE DISMUTASE* (*SOD*) and *ASCORBATE PEROXIDASE* (*APX*) (reviewed in [4]). The latest results show that GI influences not only abiotic stress responses but is also involved in response to pathogen defence, and it confers susceptibility to plants during spot blotch attack by regulating the salicylic acid signalling pathway [5].

Brandoli et al. [6] reported a novel role of *GI* in *Petunia hybrida*. Flowers of the *GI* silenced lines emitted 20% less volatile compounds on a fresh weight basis over 24 h and showed changes in the scent profile. The relative abundance of the trans-cinnamic acid derivatives whose precursor is phenylalanine showed alterations, especially in the morning.

In potato (*Solanum tuberosum* L.), involvement of *GI* in initiation of tuberisation was demonstrated by Kloosterman et al. [7]. According to the proposed model based on studying the wild Andean landrace *S. tuberosum* Group Andigena, a strict short-day (SD) plant for tuberisation, GI influences tuber formation in conjunction with FKF1. As in *Arabidopsis*, the GI-FKF1 complex can bind CDF1 and target it for degradation by the proteasome. Since CDF1, in an indirect way, increases the transcription of *SELF-PRUNING 6A* (*SP6A*), a mobile tuberisation signal homologous to the ‘florigen’ FT, GI is an indirect repressor of tuberisation.

Recently, searching for the *A. thaliana GI* homologue we found two *GI* transcript variants in potato with 83.73% identity located on chromosomes 4 and 12 and designated them *StGI.04* and *StGI.12*. In silico characterisation and expression analysis of the two genes revealed that their regulation is partially different. While osmotic stress, cold stress, and heat lead to up-regulation of *StGI.04*, the same stresses produce down-regulation in the expression of *StGI.12*. ABA induces *StGI.12* but has no effect on *StGI.04* [8]. Besides tuberisation, no detailed characterisation of the *GI* genes has been reported thus far in potato; therefore, it was decided to study their function by antisense repression of gene expression starting with *StGI.04*. Based on the phenotype of the plants in addition to the effects of *StGI.04* repression on the potato leaf transcriptome, a novel role of GI in anthocyanin metabolism was demonstrated and similarities and differences in influencing gene expression in comparison with other plant species were highlighted.

## Results

### Selection of *StGI.04*-repressed lines

A 250-bp fragment of *St.GI04* with the less, but still 71.2% identity with the corresponding fragment of *StGI.12* (Additional file 1: Fig. S1), was used for generation of *StGI.04*-repressed ‘Désirée’ (DES) lines (aGI lines). Leaves harvested from plants grown in vitro were tested for the level of repression using reverse-transcription polymerase chain reaction (RT-PCR). Twenty lines were found with lower level of *StGI.04* expression than the non-transformed control DES out of which five lines (aGI43, aGI44, aGI52, aGI53, aGI55) with different levels of reduction in *StGI.04* transcript level were selected for further studies. Expression of *StGI.04* was quantified in the selected five lines with reverse transcription-quantitative polymerase chain reaction (RT-qPCR). The highest repression, 51% of *StGI.04* mRNA detected in DES, was found in aGI52, while only a minimal repression, a 2% reduction, was found in aGI55 (Fig. 1a).

**Fig. 1:**
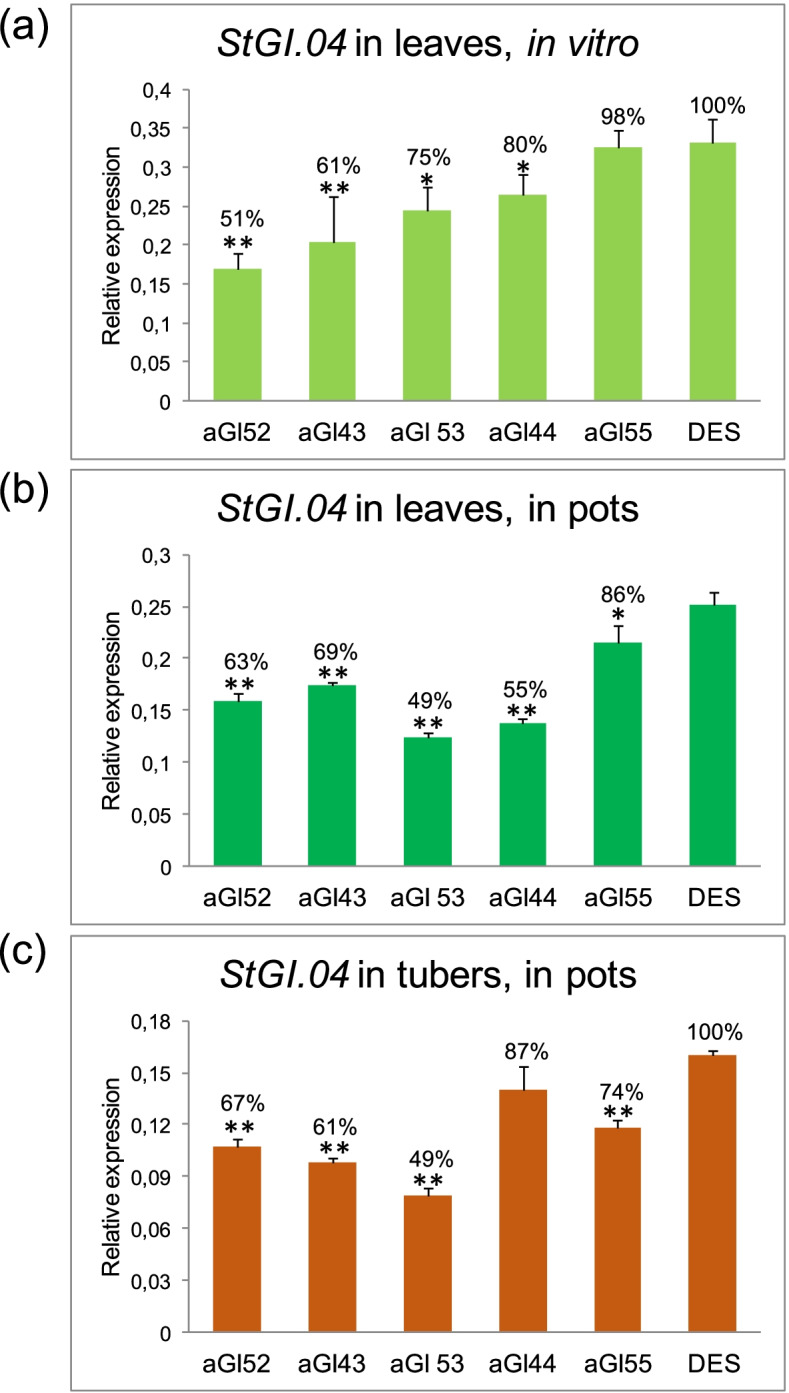
Level of *StGI.04* repression in aGI lines compared to the non-transformed control ‘Désirée’ (DES). RNA was isolated from (**a**) middle leaves of in vitro plants; 3 leaves/line harvested from 3 plants, (**b**) source leaves of 8-week-old plants grown in pots in a greenhouse; 9 leaf discs of 1 cm in diameter/line harvested from 9 plants, (**c**) mature tubers harvested at the end of the vegetation period; 3 sets/line, 3 tubers/set composed from the largest tubers of each line distributed into approximately equal groups. Y-axis shows mean relative expression values of *StGI.04* gene compared to the mean expression values of *ACTIN*. The means were calculated from three technical replicates in case of (**a**) and (**b**) and from 3 biological replicates in case of (**c**). The standard deviations are indicated by the error bars. Significant differences between the aGI lines and DES were detected by Student’s *t*-test and labelled by * (*p* < 0.05) and ** (*p* < 0.01)

The five selected lines were propagated in vitro, transferred to pots, and grown further under greenhouse conditions in 12 parallel setups. Expression of *StGI.04* was re-tested in leaves (Fig. 1b). Four lines possessed significantly (*p* < 0.01) lower *StGI.04* expression than found in DES. As in leaves of in vitro plants, a smaller difference compared to DES was found in aGI55, but even this difference was significant at the *p* < 0.05 level. The *StGI.04* transcript level was a little bit higher, 63% versus 51%, in aGI52 leaves of greenhouse-grown plants versus leaves of in vitro-grown plants.

At the end of the vegetation period, the tubers were harvested, and the level of *StGI.04* expression was tested in tubers (Fig. 1c). In line with the lowest expression in leaves (Fig. 1b), the lowest expression was detected in tubers of the aGI43 plants (Fig. 1c). All lines, except aGI44, showed a significant (*p* < 0.01) level of *StGI.04* repression in tubers, including aGI52 with 67% of wild type *StGI.04* mRNA level.

### Specificity of repression in aGI52

The line aGI52 showed a significant (*p* < 0.01) and relatively stable level of reduction in *StGI.04* expression based on all three RT-qPCR analyses (Fig. 1). Therefore, this line was selected for further detailed studies.

Although the region of reduced sequence similarity between *StGI.04* and *StGI.12* was used for generation of aGI lines, the identity of the two regions was still substantial. Thus, the repression of *StGI.12* expression by the *StGI.04* fragment could not be excluded. To test this possibility, an *StGI.12*-specific primer pair [8] was used in parallel with the *StGI.04*-specific primer pair [8] in the RT-qPCR analysis of aGI52 and DES leaves and tubers. Figure 2 shows that the repression in aGI52 was *StGI.04*-specific and did not extend to *StGI.12*.

**Fig. 2:**
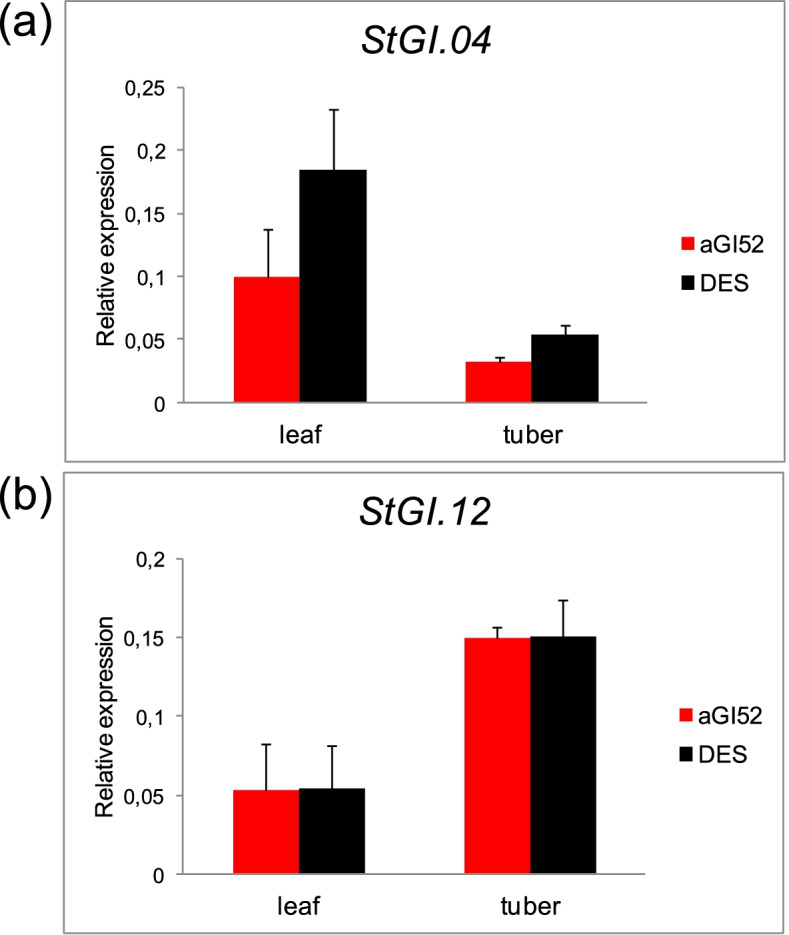
Specificity of *StGI.04* repression in aGI52. The RT-qPCR analysis was carried out using (**a**) the GI04spec and (**b**) the GI12spec primer pair. The leaf RNA was derived from 1-cm-diameter discs of 9 leaves of 9 plants divided into 3 groups. The tuber RNA was the same used in the RT-qPCR analysis presented in Fig. 1c. Y-axis shows mean relative expression values of *StGI* genes compared to the geometric mean expression values of *ACTIN* and *EF1α*. The standard deviations from three biological replicates are indicated by the error bars. DES, non-transformed control ‘Désirée’

### Phenotypes and tuberisation of aGI plants

Development and morphology of aGI43, aGI44, aGI52, aGI53, and aGI55 plants grown in the greenhouse were visually followed and compared to DES. Plant heights were measured at 7 weeks after transferring them from in vitro into pots. Neither phenotypic changes nor height differences were observed. The earliness of tuberisation was tested also at 7 weeks after planting by counting the number of tubers after carefully tipping the plants out of the pots. Significant delay in tuber initiation was detected only in the line aGI44. After counting, the plants were replaced in the pots and grown until the end of the vegetation period when the tubers were harvested and measured for weight. No differences in tuber yield were obtained between the aGI lines and DES. The size distribution of aGI tubers was also similar to DES, peaking at 8 to 10 cm in diameter, except aGI44 and aGI55, both of which produced a larger number of small tubers than DES (Additional file 1: Fig. S2).

The molecular model of tuber formation is based on *S. andigena*, a strict SD plant for tuberisation [7]. Therefore, we wanted to test the effects of *StGI.04* repression not only under 12 h light/12 h dark (LD conditions) but also under SD conditions (8 h light/16 h dark). The aGI52 line was compared to DES in this experiment. Even under SD conditions, no difference in canopy phenotype or tuber yield was detected between aGI52 and DES (Additional file 1: Fig. S2).

### Anthocyanin content of tuber peels

DES is a red-skinned potato. The skin colour of aGI tubers collected from greenhouse-grown plants was lighter than the skin colour of DES (Additional file 1: Fig. S3a) although, to different extents. The reduction in colour was the most pronounced in aGI52, aGI53 and aGI44. The difference in tuber skin colour was also obvious between aGI52 and DES grown under SD conditions (Fig. 3a). Since anthocyanins determine the skin colour [9], these compounds were extracted from tuber peels and their relative quantity measured. When compared with DES, a 52, 36 and 31% reduction in anthocyanin content was found in greenhouse-grown aGI53, aGI44 and aGI52 tuber peels, respectively (Additional file 1: Fig. S3b). A similar, 43% reduction was observed in the anthocyanin content of aGI52 tuber skins developed under SD conditions (Fig. 3b).

**Fig. 3:**
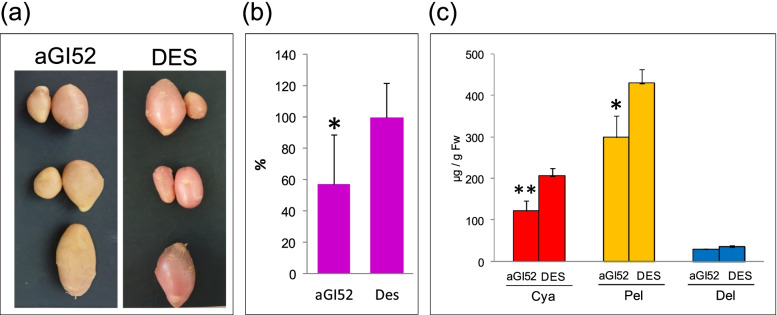
Anthocyanin content of aGI52 and DES tubers grown under SD conditions. **a** Morphology of mature tubers of three aGI52 and three non-transformed, control DES plants. **b** The relative anthocyanin content of tuber skins determined spectrophotometrically. **c** The anthocyanin content of tuber skins analysed using HPLC. Abbreviations: Cya, cyanidin 3,5-di-O-glucoside; Pel, pelargonidin 3,5-di-O-glucoside; Del, delphinidin 3,5-di-glycoside. Tuber skins were peeled from 3 sets of largest tubers per line; each set contained 3 tubers. The extraction was from equal amounts of skins. The standard deviations are indicated by the error bars. Significant differences between aGI52 and DES were detected by Student’s *t*-test and labelled by * (*p* < 0.05) and ** (*p* < 0.01). Fw, fresh weight

High-performance liquid chromatography (HPLC) was used to specify the anthocyanins extracted from tuber peels. Three anthocyanins, cyanidin 3,5-di-O-glucoside, pelargonidin 3,5-di-O-glucoside and delphinidin 3,5-di-glycoside were detected with pelargonidin 3,5-di-O-glycoside being present in the largest amount. A significant reduction in cyanidin 3,5-di-O-glucoside and pelargonidin 3,5-di-O-glycoside content of aGI52 peels compared to DES peels was demonstrated (Fig. 3c). An attempt was also made to detect malvinidin 3-galactoside; however, it was not present in a detectable amount.

### Transcriptome analysis of aGI52 leaves

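RNA-seq libraries were made from leaves of the antisense line aGI52, in which a fragment of *StGI.04* is expressed in antisense orientation, and of the non-transformed potato cultivar ‘Désirée’ (DES). Each line had 3 libraries, and each library came from leaves of 3 plants that were 8 weeks old. The reads, paired-end and 150 bp long, were mapped by the sequencing company to the DM reference genome of potato. The authors deposited the number of reads counted on each gene in each library, without normalization. The paper's text names neither the counting program nor the statistical test. The total counts were 33879784, 33895204 and 34354780 in the aGI52 libraries and 32516588, 33814746 and 32712354 in the DES libraries. These totals were between 76.7 and 78.4% of the clean read pairs that the paper lists for the same libraries in Table S1. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, which scales each library by a factor computed from the bulk of its genes, and p-values were adjusted by the Benjamini-Hochberg method. The filter on low counts kept 21861 of the 32917 genes in the table. Each fit was repeated under 13 alternatives, among them the Wald test of DESeq2 1.42.0 and the 6 fits that each left out 1 library. The lowest adjusted p-value of a gene over these alternatives was that of DESeq2 for every gene named from the paper's lists except *WRKY11*. DESeq2 also gave the paper's numbers of differentially expressed genes, so these lowest values are not independent of the paper's choice of genes. Expression is given as CPM, which are counts scaled by library size and TMM factor, and as mean ± SD of the libraries of a line. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so the tests rest on the spread shared across genes. The paper's lists give no identifiers for *StGI.04* and *StGI.12*, and the repressed gene itself was not analysed here.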

To explore the effects of *StGI.04* repression on the global transcription profile, the same leaf RNA of greenhouse-grown aGI52 and DES plants tested for the specificity of repression (Fig. 2) was used for RNA-seq analysis in three biological replicates. 

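The squared Pearson correlation between pairs of libraries across genes, computed on log2(CPM + 1), was between 0.988 and 0.994 for the 6 pairs of libraries of the same line. For the 9 pairs of an aGI52 and a DES library it was between 0.983 and 0.991, so the ranges overlapped. Genes are not independent replicates, and no p-value is attached to these values. With a pseudocount of 0.1 in place of 1, the pairs of the same line lay between 0.983 and 0.988. Over the genes kept by the filter only, the lowest value among these pairs was 0.979. Libraries of the same line differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 8.55, so none was a copy of another. Between 25519 and 25572 genes had at least 1 count in an aGI52 library, and between 25579 and 25711 in a DES library. The TMM factors were 0.962, 0.973 and 0.981 in aGI52 and 1.03, 1.00 and 1.05 in DES, without overlap between the lines. The 100 most abundant genes took 35.1, 35.0 and 33.9% of the counts in the aGI52 libraries and 32.3, 34.0 and 32.0% in the DES libraries.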

Parameters presented in Additional files Table S1, Fig. S4 and S5 indicate that the analysis had a good quality.

To assess the alterations in unigene expression we analysed the differentially expressed unigenes (|log2 (Fold Change)| > 1 and padj < 0.05) in the comparison of aGI52 and DES. 

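At these thresholds, 33 genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 19 were up-regulated and 14 down-regulated in aGI52. DESeq2 gave 101 genes at the same thresholds, 52 of them up-regulated and 49 down-regulated. With 1 library left out, the number in DESeq2 was between 43 genes, without DES replicate 3, and 124 genes, without aGI52 replicate 1. Without DES replicate 3, however, DESeq2 gave an adjusted p-value to 16438 genes, against 21864 with all libraries. Genes without one were counted as not passing, so part of this fall need not reflect that library's values. In the edgeR fits that each left out 1 library, the number was between 10 genes, without aGI52 replicate 2 or without DES replicate 1, and 53 genes, without aGI52 replicate 1. It was 18 without DES replicate 3.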

We found 454 and 247 uniquely expressed genes in DES and aGI52, respectively (Fig. 4a). 

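The deposited values are counts, and gene lengths were not used here, so CPM on the library totals took the place of FPKM. A gene was taken as expressed in a line when its mean CPM over the libraries of the line was above 1. By this rule 453 genes were expressed only in DES, 239 only in aGI52 and 18495 in both lines. The genes of both groups lay close to the limit. The median CPM in aGI52 of the genes expressed only in DES was 0.833, and the median CPM in DES of the genes expressed only in aGI52 was 0.842. No gene of either group lacked counts in all libraries of the other line. An adjusted p-value under 0.05 in edgeR's quasi-likelihood test was reached by 2 of the genes expressed only in DES and 4 of those expressed only in aGI52. In DESeq2 18 and 13 of these genes reached it. The numbers moved most when CPM was computed with the TMM factors, to 374 genes only in DES and 308 only in aGI52.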

We obtained 488 differentially expressed genes (DEGs): (1) 289 were up- and (2) 199 were down-regulated in aGI52 (Fig. 4b and Additional file 1: Fig. S6). 

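At an adjusted p-value under 0.05 and any fold change, 75 genes passed in edgeR's quasi-likelihood test, of which 37 were up-regulated and 38 down-regulated in aGI52. The Wald test of DESeq2 on all libraries gave 488 genes, 289 up-regulated and 199 down-regulated. All 75 genes were among the 488. The smallest absolute log2 fold change was 0.47 among the genes that passed in edgeR and 0.28 among those that passed in DESeq2. In 476 of the 488 genes the aGI52 values did not overlap the DES values, which was also the case in 20.5% of all genes tested in edgeR and would occur by chance in 10%. Genes that pass a test on these libraries are chosen for such a separation. Both numbers moved when single libraries were left out. In edgeR 11 genes passed without DES replicate 1, 13 without aGI52 replicate 2, 29 without DES replicate 3 and 130 without aGI52 replicate 3. In DESeq2 the fits without aGI52 replicates 1, 2 and 3 gave 481, 206 and 499 genes, and those without DES replicates 1, 2 and 3 gave 194, 379 and 292. The last of these fits gave an adjusted p-value to fewer genes than the fit on all libraries.

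**Figure D1:**
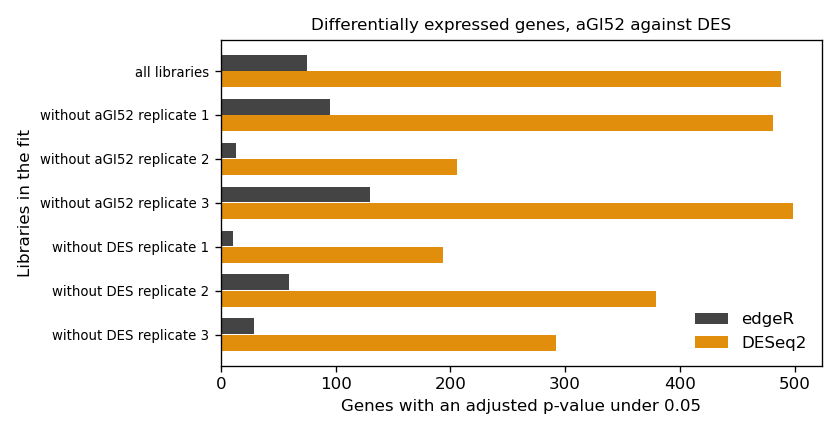
Number of genes with an adjusted p-value under 0.05 in edgeR (grey bars) and DESeq2 (orange bars), with all 6 libraries or with 1 library left out, as named on the vertical axis. The number from edgeR is lowest without DES replicate 1, at 11 genes, and highest without aGI52 replicate 3, at 130 genes.

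Among the genes that passed in edgeR and did not overlap between the lines, the largest rise was fitted for Soltu.DM.08G027790, with 15, 25 and 22 counts in the aGI52 libraries and 0 in every DES library. Against a floor of 3 counts it was at least 7.06-fold higher in aGI52 (adjusted p = 0.0321 in edgeR, from 0.000106 to 0.174 over the alternatives). The next, Soltu.DM.05G022770, had 32, 31 and 12 counts in aGI52 and 0, 2 and 1 in DES, and was at least 8.59-fold higher (adjusted p = 0.0425 in edgeR, from 0.00102 to 0.201 over the alternatives). The largest fall was that of *ANAC100*, a transcription factor gene. It was followed by Soltu.DM.08G001640, at 0.756 ± 0.331 CPM (SD, n = 3) in aGI52 and 3.05 ± 0.389 CPM (SD, n = 3) in DES, with a log2 fold change of -2.0 (standard error 0.31). The adjusted p of this gene was 0.0337 in edgeR and went from 3.54e-06 to 0.176 over the alternatives. Without aGI52 replicate 2, and without any 1 of the DES replicates, the adjusted p of each of these 3 identifiers was above 0.05 in edgeR, and for Soltu.DM.05G022770 also without aGI52 replicate 1. The files do not pair these identifiers with gene names.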

Gene ontology (GO) enrichment analysis revealed that mainly those genes were up-regulated, which are related to photosynthesis, while peptidase regulators and inhibitors were down-regulated in aGI52 (Fig. 4c, d and Additional file 1: Fig. S7). The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the glyoxylate and dicarboxylate metabolism, the carbon metabolism and the peroxisomal pathways were activated, while the metabolisms of some amino acids were suppressed (Fig. 4e). Nevertheless, none of these pathways were significantly altered (corrected *p* > 0.05).

**Fig. 4:**
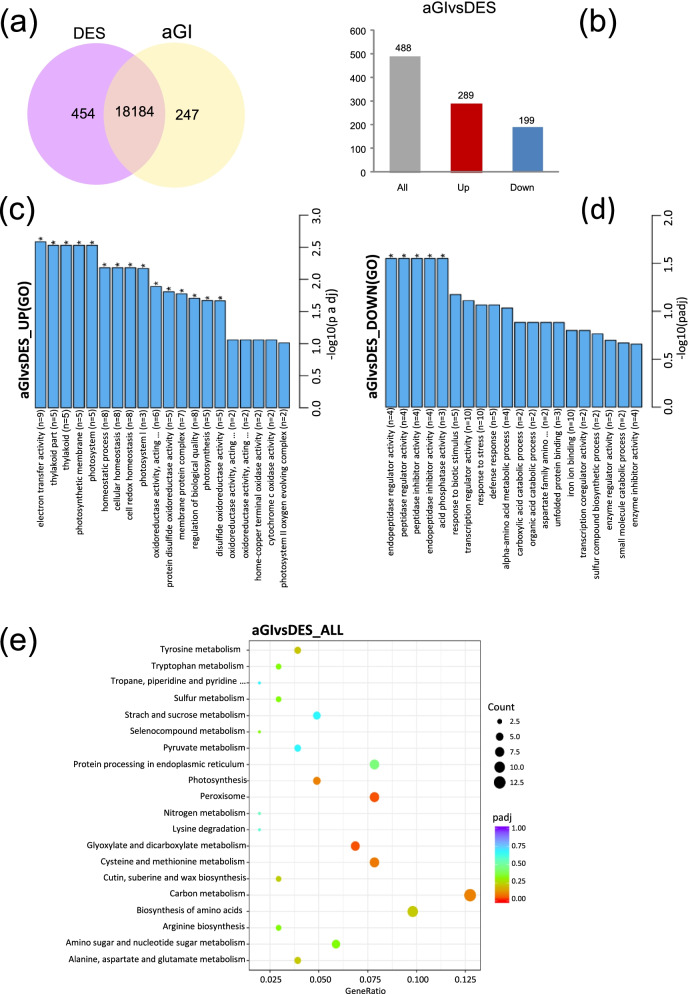
Identification of differentially expressed genes in aGI52 leaves compared to the non-transformed control ‘Désirée’ (DES) leaves and KEGG pathway analysis. **a** Venn diagram of differentially expressed genes. The overlap represents the genes expressed in common in aGI52 and DES. **b** Number of up-regulated and down-regulated genes. **c** Bar diagram showing the up-regulated GOs. **d** Bar diagram showing the down-regulated GOs. The number of DEGs is shown in parenthesis. The significantly enriched GO terms are marked by asterisks. **e** KEGG [10] enrichment scatter plot of DEGs

Transcription factors (TFs) are key regulators of plant development and stress responses. Thus, first we focused on differentially expressed TFs. 

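The transcription factors (TFs) listed in Fig. 5c, 25 in all, were among the genes tested. In edgeR, 14 of them had a positive and 11 a negative log2 fold change, with sizes between 0.31 and 2.72. The direction was the same as in the list for each gene in every alternative fit in which it was tested. In each of the 25 genes the aGI52 values did not overlap the DES values, against 10% of genes by chance, but genes chosen on these libraries would mostly show this. Such a separation also leaves little room for a reversed direction in the alternative fits. With adjustment over all genes tested, 4 of the 25 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. These were *ANAC100* and *ATHB-5* among the down-regulated genes and *MYB-Hv1* and *MYB1R-1* among the up-regulated genes. Adjusted over the list alone, all 25 passed, but the study chose the list on these libraries, so this is not independent evidence. All 25 passed in DESeq2, with a largest adjusted p of 0.0455. DESeq2 gave the paper's numbers of differentially expressed genes, so passing there is not independent evidence for genes from its lists. With 1 library left out, the number of the 25 passing in DESeq2 was between 11, without aGI52 replicate 2, and 20, without aGI52 replicate 3. Of the 25 genes, 0 passed in edgeR without aGI52 replicate 2 or without DES replicate 1, 1 without DES replicate 3, 2 without DES replicate 2 and 6 without aGI52 replicate 3. The unadjusted p-value of all 25 was under 0.05 in each of these fits. *ANAC100* (Soltu.DM.03G029980) was at 0.262 ± 0.0475 CPM (SD, n = 3) in aGI52 and 1.75 ± 0.38 CPM (SD, n = 3) in DES, a log2 fold change of -2.72 (standard error 0.33). In edgeR its adjusted p was 0.0138, and it went from 1.66e-06 to 0.0957 over the alternatives. *ATHB-5* (Soltu.DM.11G003380) was at 146 ± 7.16 CPM (SD, n = 3) in aGI52 and 203 ± 4.6 CPM (SD, n = 3) in DES, a log2 fold change of -0.48 (standard error 0.08). The same edgeR test gave an adjusted p of 0.0382, which went from 3.48e-05 to 0.201 over the alternatives.

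**Figure D2:**
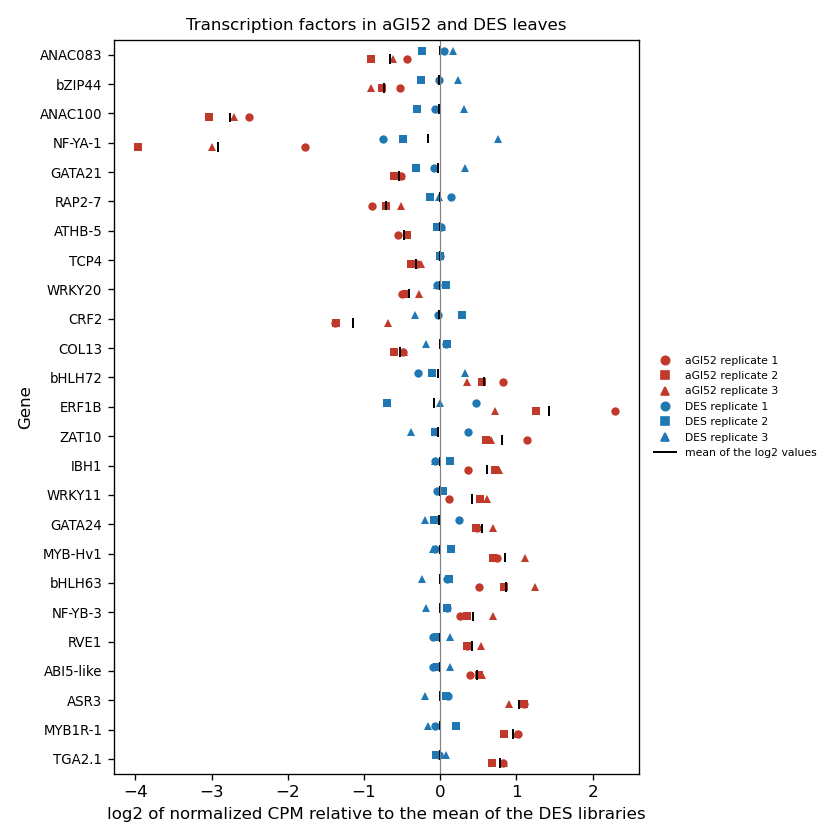
Expression of the 25 TFs in each library, as log2 of normalized CPM relative to the mean of the DES libraries. Red symbols are aGI52 and blue symbols DES, the shape gives the replicate, and black lines are means of the log2 values. In each gene all 3 aGI52 symbols lie on one side of the 3 DES symbols.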

Fourteen up-regulated and 11 down-regulated TFs were identified in aGI52 (Fig. 5a). 

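Among the up-regulated TFs, *bHLH63* (Soltu.DM.03G004150) was at 12.2 ± 3.12 CPM (SD, n = 3) in aGI52 and 6.53 ± 0.848 CPM (SD, n = 3) in DES. The log2 fold change was 0.90 (standard error 0.18), with an adjusted p of 0.0854 in edgeR's quasi-likelihood test and from 0.000806 to 0.277 over the alternatives. *NF-YB-3* (Soltu.DM.07G027240) had a log2 fold change of 0.45 (standard error 0.12), an adjusted p of 0.159 in edgeR and a range from 0.0294 to 0.348. *IBH1* (Soltu.DM.09G016010) was at 11.3 ± 1.65 CPM (SD, n = 3) in aGI52 and 7.33 ± 0.617 CPM (SD, n = 3) in DES, and its adjusted p was 0.10 in edgeR and went from 0.0108 to 0.325. The *ABI5-like* gene (Soltu.DM.04G033590) had a log2 fold change of 0.48 (standard error 0.09) and an adjusted p of 0.0682 in edgeR, with a range from 0.00173 to 0.281. The most abundant of these genes was *RVE1* (Soltu.DM.03G019030), at 271 ± 20.2 CPM (SD, n = 3) in aGI52 and 203 ± 16.3 CPM (SD, n = 3) in DES. It had a log2 fold change of 0.42 (standard error 0.09), with an adjusted p of 0.10 in edgeR and from 0.00244 to 0.346 over the alternatives. Each of these genes had an unadjusted p-value under 0.05 in edgeR, and all of them passed in DESeq2. In edgeR *bHLH63* and *ABI5-like* passed without the filter on low counts, and *bHLH63* and *IBH1* without aGI52 replicate 1.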

The up-regulated category included the gene for bHLH63/CIB1, a positive regulator of flower development [11], NF-YB-3/HAP3C, which can interact with CO when it replaces HAP2 in the ternary HAP complex and promotes flowering in *Arabidopsis* [12], IBH1 that negatively regulates cell and organ elongation in response to gibberellin and brassinosteroid signalling [13], an *ABI5-like* gene similar to the major mediator of ABA repression of growth and floral transition in *Arabidopsis* [14, 15] and *RVE1,* a clock output affecting plant development [16]. Furthermore, TF genes involved in plant defence responses, *ERF1B*, *ZAT10*, *WRKY11*, *MYB1R1*, and *TGA2.1*, were also activated [17–21] in addition to *ASR3* that acts in an opposite and negative manner to regulate immune gene expression in *Arabidopsis* [22]. 

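*ERF1B* (Soltu.DM.11G001310) had 145, 71 and 50 counts in the aGI52 libraries and 42, 19 and 31 in the DES libraries. The log2 fold change of 1.57 (standard error 0.43) varied between 1.00 and 1.87 when each library was left out in turn. It was 0.83 (standard error 0.22) for *ZAT10* (Soltu.DM.12G006170) and 0.43 (standard error 0.12) for *WRKY11* (Soltu.DM.08G002290). In edgeR's quasi-likelihood test the adjusted p was 0.156 for *ERF1B*, 0.146 for *ZAT10* and 0.162 for *WRKY11*. Over the alternatives it went from 0.012 to 0.312, from 0.0228 to 0.292 and from 0.0307 to 0.401, respectively. *MYB1R-1* (Soltu.DM.07G010910) was at 5.76 ± 0.371 CPM (SD, n = 3) in aGI52 and 2.98 ± 0.415 CPM (SD, n = 3) in DES, with a log2 fold change of 0.95 (standard error 0.16). The adjusted p of *MYB1R-1* was 0.0425 in edgeR, and it was above 0.05 in each of the 6 edgeR fits that left out 1 library. *ASR3* (Soltu.DM.03G032480) had a log2 fold change of 1.04 (standard error 0.18) and *TGA2.1* (Soltu.DM.10G026620) of 0.78 (standard error 0.15). In edgeR their adjusted p-values were 0.0515 and 0.0679, and they went from 0.00264 to 0.217 and from 0.00836 to 0.26 over the alternatives. *ASR3* and *TGA2.1* passed in edgeR without the filter on low counts, *ASR3* also without the legacy setting and without aGI52 replicate 3, and *WRKY11* without aGI52 replicate 1.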

Interestingly, unlike *NF-YB-3/HAP3C*, *NF-YA-1/HAP2A*, encoding the DNA-binding subunit of the HAP complex, is down-regulated. 

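*NF-YA-1* (Soltu.DM.10G028300) and *ANAC100* were the least abundant TFs of the list in aGI52. *NF-YA-1* had 9, 2 and 4 counts in the aGI52 libraries and 19, 23 and 55 in the DES libraries, a log2 fold change of -2.62 (standard error 0.60). The adjusted p was 0.113 in edgeR's quasi-likelihood test and from 0.00915 to 0.322 over the alternatives. When each library was left out in turn, the log2 fold change moved between -3.35 and -2.0, and the value closest to 0 was that without DES replicate 3. At these counts the size of the change is known only roughly.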

*RAP2–7* encoding an ethylene responsive TF with an APETALA2 (AP2) domain is also down-regulated. 

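*RAP2-7* (Soltu.DM.11G025890) was at 6.38 ± 0.86 CPM (SD, n = 3) in aGI52 and 10.3 ± 1.04 CPM (SD, n = 3) in DES. This is a log2 fold change of -0.70 (standard error 0.14), with an adjusted p of 0.075 in edgeR's quasi-likelihood test and from 0.00501 to 0.293 over the alternatives. With each library left out in turn, it stayed between -0.80 and -0.61, and the adjusted p in edgeR was under 0.05 without aGI52 replicate 3. It was also under 0.05 without the filter on low counts.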

AP2-like target genes act as floral repressors [23]. Furthermore, *GATA21*, a repressor of the gibberellin signalling pathway that also represses flowering [24], and a *CONSTANS-LIKE* gene, *COL13*, is expressed at lower levels in aGI52 than in DES. 

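*GATA21* (Soltu.DM.12G025800) was at 27.7 ± 1.03 CPM (SD, n = 3) in aGI52 and 40.5 ± 9.34 CPM (SD, n = 3) in DES, a log2 fold change of -0.55 (standard error 0.14). The adjusted p was 0.144 in edgeR's quasi-likelihood test and from 0.0207 to 0.367 over the alternatives. DES replicate 3 had the highest value, and without it the log2 fold change in edgeR was -0.35. *COL13* (Soltu.DM.09G022940) was at 33.9 ± 1.7 CPM (SD, n = 3) in aGI52 and 48.7 ± 4.98 CPM (SD, n = 3) in DES, a log2 fold change of -0.52 (standard error 0.09). The adjusted p of *COL13* was 0.0585 in edgeR and from 0.00129 to 0.26 over the alternatives, and in edgeR it was under 0.05 without DES replicate 3, without the filter on low counts and with library totals.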

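Relative to the mean of the DES libraries, the median log2 value of the up-regulated TFs was 0.63, 0.64 and 0.70 in aGI52 replicates 1, 2 and 3. The median of the down-regulated TFs in the same libraries was -0.53, -0.71 and -0.52. In the DES libraries the medians lay between -0.08 and -0.000391 for the up-regulated and between -0.14 and 0.02 for the down-regulated TFs. The 6 libraries thus form 2 groups, and a correlation over all of them would mainly reflect the difference between the lines for which the genes were chosen. No pooled correlation between genes was therefore computed. A correlation of the deviations from the line means was not computed either, and with 3 libraries per line it would have low power.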

Figure 5b demonstrates that the expression of the majority of TFs listed in Fig. 5c are highly synchronised. The exceptions are *ZAT10*, *ERF1B*, and *bHLH72*, whose expression pattern is similar only to that of *TGA2.1*, *MYB1R-*1, and *ASR3*.

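In *ERF1B*, *ZAT10* and *bHLH72* the highest aGI52 value was that of replicate 1. The log2 values relative to the mean of DES in aGI52 replicates 1, 2 and 3 were 2.30, 1.25 and 0.71 for *ERF1B*, 1.15, 0.60 and 0.67 for *ZAT10* and 0.82, 0.55 and 0.35 for *bHLH72*. They were 1.02, 0.84 and 1.00 for *MYB1R-1*, 0.82, 0.68 and 0.84 for *TGA2.1* and 1.10, 1.10 and 0.90 for *ASR3*, with the highest value in replicate 1, 3 and 2, respectively. By contrast, *bHLH63* had its lowest value in replicate 1, with 0.51, 0.84 and 1.25, and so did *WRKY11*, with 0.11, 0.52 and 0.61. The order of 3 libraries within a line was not tested. Between the lines, *bHLH72* (Soltu.DM.03G029660) had a log2 fold change of 0.59 (standard error 0.16), with an adjusted p of 0.165 in edgeR's quasi-likelihood test and from 0.0255 to 0.405 over the alternatives.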

**Fig. 5:**
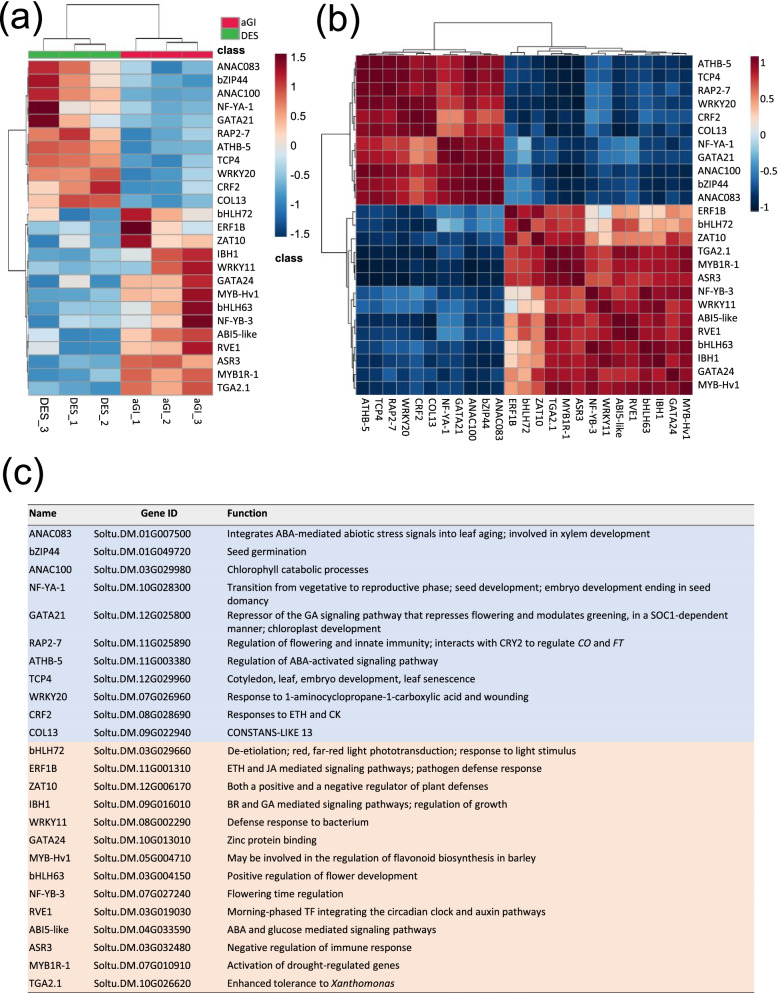
Differentially expressed transcription factors (TFs) in aGI52 leaves compared to the non-transformed control ‘Désirée’ (DES) leaves. **a** Heatmap. **b** Correlation heatmap. **c** List of differentially expressed TFs. Gene functions are based on UniProt (https://www.uniprot.org/) and PlantRegMap (http://plantregmap.gao-lab.org/). Abbreviation of hormones: ABA, abscisic acid; CK, cytokinin; ETH, ethylene; GA, gibberellic acid; JA, jasmonic acid

The KEGG analysis highlighted some DEGs involved in glyoxylate and dicarboxylate metabolism, carbon metabolism, and peroxisomal pathways (Additional file 1: Fig. S8–10). These included the genes encoding the key enzymes of starch synthesis, *ADP-GLUCOSE SYNTHASE* (*AGS*), *STARCH SYNTHASE* (*SS*), and *STARCH PHOSPHORYLASE* (*SP*) in addition to *TREHALOSE-6-PHOSPHATE SYNTHASE* (*TPS*), a sugar messenger connecting metabolism and development, and the first line defence antioxidants, *SUPEROXIDE DISMUTASE* (*SOD*) and *CATALASE* (*CAT*) as shown in Fig. 6a. Nevertheless, while *SOD* was up-regulated, *CAT* was down-regulated (Fig. 6b). In contrast, down-regulation of starch synthesis genes was highly coordinated (Fig. 6c).

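Fig. 6a lists 13 gene names with 12 different identifiers, since AGS 1 and glgC share the identifier Soltu.DM.01G049590. All 12 were tested, and 6 were up-regulated and 6 down-regulated in aGI52. With adjustment over all genes tested, 3 of the 12 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, namely *SOD*, *PEX13* and *CAT2*. Adjusted over the list alone, all 12 passed, but the study chose the list on these libraries and this is not independent evidence. DESeq2 gave all 12 an adjusted p-value under 0.05, the largest being 0.0313, which is not independent evidence either, since DESeq2 gave the paper's numbers of genes. With 1 library left out, the number of the 12 passing in DESeq2 was between 5, without DES replicate 3, and 12, without aGI52 replicate 1. Without DES replicate 3 only 11 of the 12 were given an adjusted p-value. The number in edgeR was 1 without DES replicate 1 and 4 without aGI52 replicate 1. In 11 of the 12 genes the values did not overlap between the lines, against 10% by chance in genes not chosen on these libraries, and *SS* was the exception. *TPS7* (Soltu.DM.02G015310) was at 51.5 ± 4.74 CPM (SD, n = 3) in aGI52 and 35.8 ± 3.66 CPM (SD, n = 3) in DES. This is a log2 fold change of 0.53 (standard error 0.10), with an adjusted p of 0.070 in edgeR and from 0.00137 to 0.271 over the alternatives, and it passed in edgeR without the filter on low counts. *PEX13* (Soltu.DM.06G002460) was at 28.2 ± 2.65 CPM (SD, n = 3) in aGI52 and 10.8 ± 1.7 CPM (SD, n = 3) in DES. The log2 fold change of *PEX13* was 1.39 (standard error 0.13), with an adjusted p of 0.00385 in edgeR and from 2.31e-17 to 0.0391 over the alternatives, so that it passed in each of them.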

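*SOD* (Soltu.DM.06G012170) was at 9.05 ± 1.39 CPM (SD, n = 3) in aGI52 and 3.7 ± 0.249 CPM (SD, n = 3) in DES. This is a log2 fold change of 1.29 (standard error 0.15), with an adjusted p of 0.00893 in edgeR's quasi-likelihood test and from 4.93e-09 to 0.0776 over the alternatives. Of the 6 edgeR fits that left out 1 library, only that without DES replicate 1 gave *SOD* an adjusted p-value above 0.05. The other listed *SOD* gene, *SOD2* (Soltu.DM.03G013800), had a log2 fold change of 0.71 (standard error 0.14) with an adjusted p of 0.075 in edgeR and from 0.00803 to 0.219 over the alternatives. *CAT2* (Soltu.DM.12G004810) was by far the most abundant gene of the list, at 2827 ± 163 CPM (SD, n = 3) in aGI52 and 4594 ± 541 CPM (SD, n = 3) in DES. It had a log2 fold change of -0.70 (standard error 0.11), with an adjusted p of 0.0388 in edgeR and from 1.31e-07 to 0.216 over the alternatives. *CAT2* passed in edgeR without aGI52 replicate 3 and without DES replicate 3, and not without any other library. It did not pass without the legacy setting.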

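The starch genes of Fig. 6a have 5 different identifiers. Each was down-regulated in aGI52 in every fit, and none had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, while all had an unadjusted p-value under 0.05. The log2 fold changes were -0.60 (standard error 0.13) for *SP* (Soltu.DM.03G007760), -0.74 (standard error 0.20) for *SB* (Soltu.DM.04G037620) and -0.69 (standard error 0.18) for *AGS1*. They were -0.57 (standard error 0.15) for *AGS2* (Soltu.DM.07G010140) and -1.39 (standard error 0.40) for *SS* (Soltu.DM.07G013630). The adjusted p-values in edgeR were between 0.105 and 0.175. Without aGI52 replicate 1, *AGS2* passed in edgeR. In DESeq2 all 5 genes passed, with adjusted p-values from 0.00399 to 0.0313. *AGS1* had 1689, 1382 and 1324 counts in the aGI52 libraries and 1962, 2102 and 3243 in the DES libraries. Relative to the mean of DES, the median log2 value of the 5 genes was -0.47, -0.80 and -0.93 in the aGI52 libraries and -0.18, -0.21 and 0.25 in the DES libraries. The highest values of *SP*, *SB* and *AGS1* were those of DES replicate 3. Without this library the median log2 fold change in DESeq2 was -0.51 in place of -0.68. The 4 genes to which DESeq2 then gave an adjusted p-value had values from 0.0603 to 0.150, and *SS* was given none. Without aGI52 replicate 2 the median was -0.64 and the adjusted p-values of the 5 genes were between 0.139 and 0.297. All 5 genes had an unadjusted p-value under 0.05 in DESeq2 in both of these fits. In DESeq2 all 5 genes passed without aGI52 replicate 1, 4 without DES replicate 2, 3 without DES replicate 1 and 1 without aGI52 replicate 3. A correlation between these genes over all libraries would mix the difference between the lines with the spread within them, and it was not computed. The paper reports *AGS1*, *AGS2*, *SS* and *SP* as suppressed. From its transcriptome result it proposes in its Discussion that repression of *StGI.04* may lower the starch content of potato leaves.

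**Figure D3:**
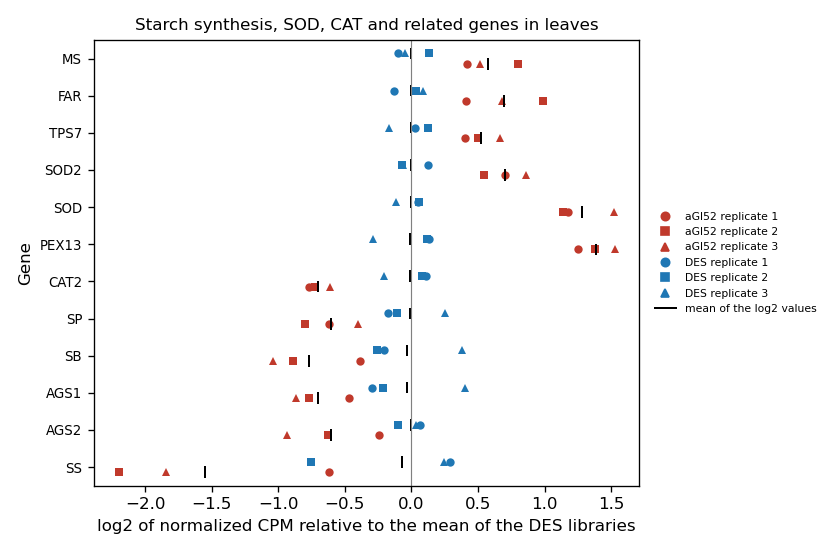
Expression of the 12 genes of Fig. 6a in each library, as log2 of normalized CPM relative to the mean of the DES libraries. Red symbols are aGI52 and blue symbols DES, the shape gives the replicate, and black lines are means of the log2 values. DES replicate 3, the blue triangle, lies highest for SP, SB and AGS1.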

**Fig. 6:**
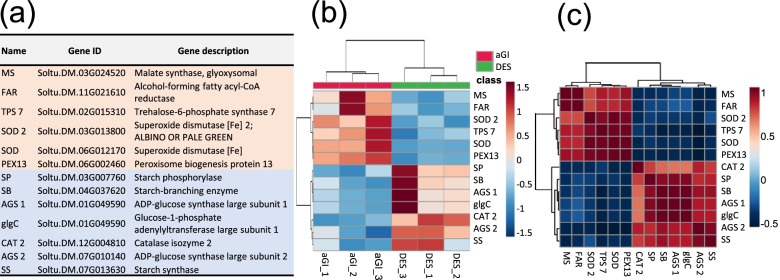
Differentially expressed genes in aGI52 leaves compared to the non-transformed control ‘Désirée’ (DES) leaves involved in glyoxylate and dicarboxylate metabolism, carbon metabolism and peroxisomal pathways. **a** List of differentially expressed genes. **b** Heatmap. **c** Correlation heatmap

Although the anthocyinin content in leaves was so low that only cyanidin 3,5-di-O-glucoside could be detected the difference in the concentration of this compound between aGI52 (22.4 ± 0.2 ng/g Fw) and DES (24.1 ± 0.2 ng/g Fw) was significant (*p* < 0.01). This prompted us to make a manual search for DEGs involved in anthocyanin metabolism. Anthocyanins are a class of flavanoids synthesized through a branch of the phenylpropanoid pathway. The beginning genes include *PHENYLALANINE AMMONIA LYASE* (*PAL*), *CINNAMATE 4-HYDROXYLASE* (*C4H*), and *4-COUMARYOL COA LIGASE* (*4CL*). The next steps are divided into early and late enzymatic steps. The early biosynthetic genes include *CHALCONE SYNTHASE* (*CHS*), *CHALCONE ISOMERASE* (*CHI*), *FLAVANONE 3-HYDROXYLASE* (*F3H*), and *FLAVANONE 3′-HYDROXYLASE* (*F3’H*). The late biosynthesis genes include *DIHYDROFLAVONOL 4-REDUCTASE* (*DFR*), *ANTHOCYANIDIN SYNTHASE* (*ANS*), and *UDP-GLUCOSE:FLAVONOID 3-O-GLUCOSYL TRANSFERASE* (*UFGT*). A correlation between the expression of these genes and anthocyanin content of potato tubers was found. The pathway is transcriptionally regulated by the MBW complex consisting of MYB, bHLH, and WD40 TFs (reviewed in [25]). Nevertheless, none of the coding genes of the above listed proteins except *PAL* (log_2_ fold-change − 0.5) was differentially expressed in aGI52 leaves compared to DES leaves. Anthocyanin discoloration might be due to either lower level of synthesis or higher level of degradation. For anthocyanin degradation, the candidate gene families are *POLYPHENOL OXIDASES*, *PEROXIDASES*, and *β-GLUCOSIDASES* (reviewed in [25]). 

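The TF gene *MYB-Hv1* (Soltu.DM.05G004710) was at 38.7 ± 6.34 CPM (SD, n = 3) in aGI52 and 21.4 ± 1.95 CPM (SD, n = 3) in DES in leaves. The log2 fold change was 0.86 (standard error 0.12) in edgeR and 0.87 in DESeq2. The adjusted p was 0.0284 in edgeR's quasi-likelihood test and from 3.37e-07 to 0.175 over the alternatives. Each aGI52 library had a higher value than each DES library. With each library left out in turn, the log2 fold change in edgeR stayed between 0.72 and 0.95. The adjusted p was above 0.05 in edgeR without aGI52 replicate 2, without DES replicate 1 and without DES replicate 3, and under 0.05 in all 6 such fits in DESeq2. The genes of anthocyanin synthesis and degradation carry no identifiers in the paper's lists and were not analysed here.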

We found no change in expression of any of these genes in aGI52 although we found the *MYB-RELATED PROTEIN Hv1* (log_2_ fold-change 0.87) among the up-regulated TF genes (MYB-Hv1 in Fig. 5) that may be involved in the regulation of flavonoid biosynthesis and *LDOX* (log_2_ fold-change − 0.02), the coding gene of the enzyme oxidising leucoanthocyanidins into anthocyanidins, which was slightly, but significantly down-regulated in aGI52 leaves.

### Validation of RNA-seq data by real-time quantitative PCR

To validate the results of RNA-seq data, we selected three significantly up-, and five down-regulated DEGs in aGI52. These genes included four TFs, a diagnostic indicator of sulphur nutritional status, an F-box/LRR-repeat protein, a transmembrane transporter, and a heat shock protein (Fig. 7). 

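The genes of Fig. 7, 8 in all, had the direction given for them in every alternative fit in which they were tested. In all but *HSP83* the groups did not overlap, which leaves little room for a reversed direction. With adjustment over all genes tested, only *SDI1* had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, all 8 passed, though the study chose them on these libraries and this is not independent evidence. DESeq2 gave all 8 an adjusted p-value under 0.05, with a largest value of 0.0485, which is not independent evidence either, since DESeq2 gave the paper's numbers of genes. With 1 library left out, the number of the 8 passing in DESeq2 was between 2, without aGI52 replicate 2, and 7, without aGI52 replicate 3. Without aGI52 replicate 3, 3 of them passed in edgeR, *CRF2* and *RAP2-7* in addition to *SDI1*. Without the filter on low counts, *LRR9*, *CRF2*, *RAP2-7* and *SDI1* passed in edgeR. *SDI1* (Soltu.DM.06G002200), the gene that responds to sulphur deficiency, was at 2.25 ± 0.795 CPM (SD, n = 3) in aGI52 and 0.422 ± 0.0877 CPM (SD, n = 3) in DES, a log2 fold change of 2.40 (standard error 0.34). The adjusted p was 0.0284 in edgeR and from 2.57e-06 to 0.172 over the alternatives, and it was above 0.05 in edgeR without aGI52 replicate 2, DES replicate 1 or DES replicate 3. *LRR9* (Soltu.DM.08G001370) had a log2 fold change of 1.58 (standard error 0.33) and an adjusted p of 0.093 in edgeR, with a range from 0.00102 to 0.244. The log2 fold change of *CRF2* (Soltu.DM.08G028690) was -1.10 (standard error 0.23), with an adjusted p of 0.0885 in edgeR and a range from 0.00159 to 0.296. For *DTX48* (Soltu.DM.04G031660) it was -0.78 (standard error 0.17), with an adjusted p of 0.102 in edgeR and a range from 0.00633 to 0.323. *HSP83* (Soltu.DM.06G006550) had 75, 64 and 46 counts in aGI52 and 185, 66 and 165 in DES, so the lines overlapped. Its log2 fold change was -1.13 (standard error 0.35), with an adjusted p of 0.207 in edgeR and from 0.0485 to 0.47 over the alternatives.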

The expression trends of each selected gene using RT-qPCR and RNA-seq were similar, indicating that the transcriptome data are highly reliable.

**Fig. 7:**
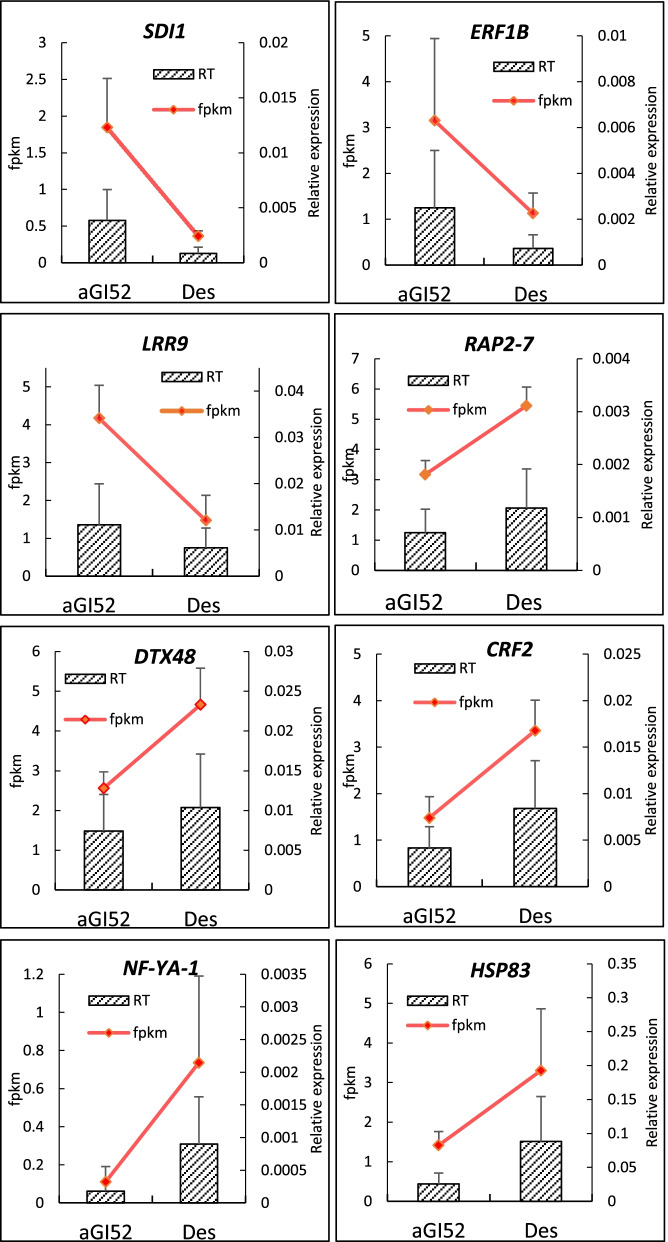
Expression of selected genes in aGI52 leaves compared to the non-transformed control ‘Désirée’ (DES) leaves detected by RNA-seq (red lines) and RT-qPCR (bars). Relative expression of the genes *SULFUR DEFICIENCY-INDUCED 1 - SD1* (Soltu.DM.06G002200), *ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR 1B - ERF1B* (Soltu.DM.11G001310)*, PUTATIVE F-BOX/LRR-REPEAT PROTEIN 9 - LRR9* (Soltu.DM.08G001370), *ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR - RAP2–7* (Soltu.DM.11G025890), *DETOXIFICATION 48 - DTX48* (Soltu.DM.04G031660), *ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR CRF2 - CRF2* (Soltu.DM.08G028690), *NUCLEAR TRANSCRIPTION FACTOR Y SUBUNIT A-1 - NF-YA-1* (Soltu.DM.10G028300) and *HEAT SHOCK PROTEIN 83 - HSP83* (Soltu.DM.06G006550) was established in comparison to the geometric mean expression values of *ACTIN* and *EF1α*. Error bars represent the standard deviation of three independent biological replicates. Each replicate contained 3 leaf discs of 1 cm in diameter harvested from 3 plants

### Phylogenetic and similarity analysis of StMYB-Hv1

MYB TFs are one of the largest TF families in plants which contain 1–4 tandem incomplete repeats (Rs) at the N-terminal region. According to the number of Rs the MYB family is divided into four categories (reviewed in [26]). It was found that StMYB-Hv1 is made up of 122 amino acids and belongs to the R3 MYB TFs carrying a single R3 type domain. The phylogenetic analysis showed that StMYB-Hv1 has the highest relationship with the MYB3-like proteins of *Nicotiana tomentosiformis* and *Solanum lycopersicum* (Fig. 8a and Additional file 1: Fig. S11). However, since the function of these proteins has not been known thus far a search for the most similar *Arabidopsis thaliana* protein sequence was carried out. This search resulted in identification of AtMYBL2 as the protein with the highest similarity to StMYB-Hv1 (Fig. 8b).

**Fig. 8:**
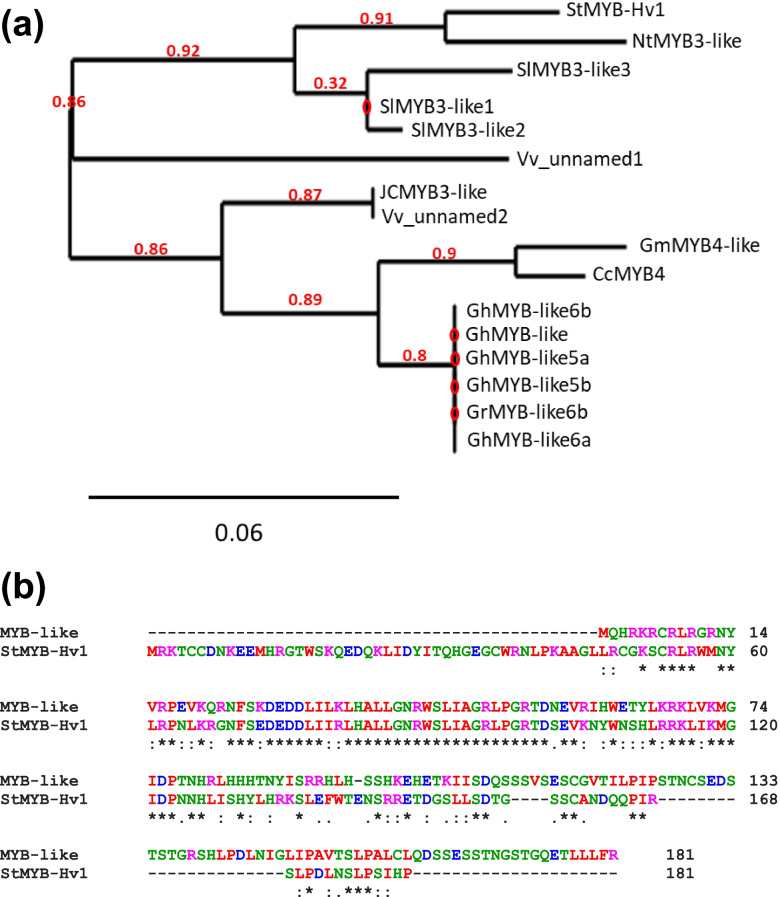
Phylogenetic tree (**a**) and alignment of StMYB-Hv1 and the *Arabidopsis* MYBL2 proteins. **b** Sequences producing significant alignments with StMYB-Hv1 (PGSC0003DMG400030548) were retrieved from iTAK and Phylogeny.fr was used to generate the tree. An NCBI protein-protein blast search was carried out and AtMYBL2 (NP_001321410.1) identified as the *Arabidopsis* protein with the highest similarity to StMYB-Hv1. Identities and similarities of sequences are presented as a result of a Clustal Omega multiple sequence alignment. St, *Solanum tuberosum*; Nt, *Nicotiana tomentosiformis*; Sl, *Solanum lycopersicum*; Vv, *Vitis vinifera*; JC, *Jatropha curcas*; Gm, *Glycine max*; Cc, *Cajanus cajan*; Gh, *Gossypium hirsutum*; Gr, *Gossypium raimondii*

## Discussion

Despite detection of the pleiotropic function of GI in several plant species, only its role in tuber initiation was studied in potato. Based on the function of GI in other plant species, we supposed that it is not restricted to tuberisation in potato. To test this hypothesis, we repressed the expression of a *GI* gene in the commercial potato cultivar ‘Désirée’ and investigated the effect of repression at morphological and transcriptome level.

Recently, we have identified two *GI* genes in potato, designated *StGI.04* and *St.GI.12*, with different promoter sequences, different organ-specific expression, and stress responses [8]. Thus, we presumed that the two genes possess different functions at least in part. In this study, *StGI.04* was targeted and its mRNA level reduced by constitutive expression of its less homologous region to *St.GI.12* in antisense orientation. Nevertheless, even this region showed 71.2% identity with *St.GI.12* cDNA sequence. Although, no reduction in *St.GI.12* transcript level was detected by RT-qPCR due to the high level of homology existing between the two *GI* copies, the influence of *St.GI.12* on the results obtained cannot be excluded.

Reduction of *StGI.04* mRNA level in leaves and tubers of antisense aGI plants ranged between 2 and 51%. The most stable and relatively high level of repression (33–49%) was detected in aGI52. Thus, this line was studied in more detail than the others in our experiments.

Morphological characterisation of five aGI lines was carried out under greenhouse conditions. No differences in phenotype, growth rate, and tuber yield of the aGI plants compared to the control were detected. Although there was one-on-one line that showed differences in earliness of tuberisation or size distribution of tubers it was not in correlation with the level of *StGI.04* repression. Growing aGI52 plants under SD condition did not influence the tuberisation either. Earlier, we identified two POTH20 TF binding sites in the promoter region of *StGI.04* [8]. It was shown previously that overexpression of POTH1, a KNOTTED-like homeobox gene with 73% identity to POTH20, caused in vitro enhancement in tuberisation under both SD and LD photoperiods in several potato lines [27]. Therefore, we thought that the repression of *StGI.04* would result in alterations of tuber formation. However, this situation did not occur. Thus, we concluded that the level of reduction in the *StGI.04* transcript level that we could achieve might not be high enough for influencing tuberisation in the commercial potato cultivar ‘Désirée’.

The role of GI in photoperiodic flowering and circadian clock has been extensively investigated in several plant species, and it seems that flowering time regulation and circadian clock control are general GI functions. In line with this conclusion, binding sites for TFs involved in the regulation of flower development, including SOC1 and ABI5, were predicted, and expression of *StGI.04* in floral organs was demonstrated via RT-qPCR [8]. This study showed that *StGI.04* repression influences the expression of several TFs involved in regulation of flowering; the positive regulators of flowering *bHLH63/CIB1* and *ABI5-like* are up-regulated, while the repressors *RAP2–7* and *GATA21* are down-regulated in aGI52 leaves. The *CO-LIKE* gene, *COL13*, however, appears to be out of line because it is expressed at a lower level in aGI52 versus DES, while CO is an activator of flowering in *Arabidopsis* [28]. Although, we note that the function of COL13 has not been studied yet, and it can differ from that of CO. Repression of *StGI.04* produced up-regulation in the expression of *REVEILLE1* (*RVE1*), a Myb-like, clock-regulated TF that links the clock and auxin networks by positive regulation of the expression of the auxin biosynthetic gene *YUCCA8* (*YUC8*), thereby facilitating plant growth [16]. These results indicate that as in other plant species, GI is involved in circadian clock control.

Although both NF-YA-1/HAP2A and NF-YB-3/HAP3C are components of the NF-Y/HAP heterotrimer TF complex, *NF-YA-1/HAP2A* was down-regulated, while *NF-YB-3/HAP3C* was up-regulated in aGI52 leaves. In *Arabidopsis*, the NF-Y/HAP complex was shown to stimulate the transcription of various genes by recognizing and binding to a CCAAT motif in promoters. NF-Y complexes, among others, have been found to be involved in the control of flowering, embryogenesis, seed maturation, drought resistance, and ABA perception. The *Arabidopsis* genome encodes 10 distinct NF-YA, NF-YB, and NF-YC proteins that allow an enormous combinatorial and functional diversity for the complex (reviewed in [29]). The number of *NF-Y* genes may be even higher in the tetraploid potato than in *Arabidops*is, and the down-regulated NF-YA-1/HAP2A and the up-regulated NF-YB-3/HAP3C may be the subunits of different NF-Y/HAP complexes with different regulation pathways and functions.

Besides flowering, the role of GI in responses of plants to environmental stresses is also well-known. We found *StGI.04* to be induced by osmotic-, cold- and heat stresses [8] and identified five TF genes involved in plant defence responses (*ERF1B*, *ZAT10*, *WRKY11*, *MYB1R1, TGA2.1*), which were up-regulated in aGI52. ERF1 and WRKY11 led to an increase in tolerance to *Bacillus* species in *Arabidopsis* and tomato [17, 19], while the activity of TGA2.1 caused retardation in rice plants in defence against *Xanthomomas oryzae* [21]. A similar duality was observed in the case of ZAT10. Mittler et al. [18] found that both overexpression and knockout *zat10* mutants of *Arabidopsis* were enhanced in tolerance to salinity, heat, and osmotic stresses. In contrast, *MYB1R-1* caused an unambiguous increase in drought tolerance in potato [20]. After considering these literature data and our results, it is suggested that StGI.04 has an ambivalent role in terms of both the biotic and abiotic stress responses in potato.

Superoxide dismutase and catalase (SOD and CAT, respectively) are antioxidant enzymes and integral parts of plants’ defence mechanisms to avoid damage caused by active oxygen species. Interestingly, however, while *SOD* was up-regulated, *CAT* was down-regulated in aGI52 leaves. GI is a repressor of *SOD* also in *Arabidopsis* as it is indicated by enhanced tolerance of the *gi-3* mutant to oxidative stress, which is associated, at least in part, with constitutive activation of *SOD* and *APX* genes [30]. However, unlike in potato, the expression levels of *CAT* genes in *Arabidopsis* were 1.5–2-fold higher in the *gi* mutants than in the wild type [31].

We found that the key genes of starch synthesis, *AGS1*, *AGS2, SS*, and *SP* were suppressed, while *TPS*, a sugar messenger, was activated in aGI52. It has already been known that the *Arabidopsis* circadian system is sensitive to sucrose, the GI protein is stabilised by sucrose in the night and the *gi* mutants have increased starch contents [32–34]. Rice plants carrying a null mutation in *GI* showed a significantly increased sucrose and starch content in the leaves [35]. Our transcriptome result suggests that potato may be a third type of plants, in which repression of *StGI.04* decreases the starch content in leaves. A recent study identified TREHALOSE-6-PHOPHATE SYNTHASE 8 (TPS8) as a direct interactor of GI in *Arabidopsis* [36] and we found *TPS7* among the up-regulated genes. Our result supports the previous conclusion that TPS is involved in the mediation of GI effects.

Repression of *StGI.04* expression caused a reduction in tuber colour and the anthocyanin pigmentation of tuber skins. Significant reductions were detected in cyanidin 3,5-di-O-glucoside and pelargonidin 3,5-di-O-glucoside contents in tuber peels. Nevertheless, no significant alterations were found in the biosynthetic pathway of these compounds at the transcriptome level in leaves. The exceptions were *PAL,* the beginning gene of the pathway and *LDOX*, encoding a leucoanthocyanidin oxidising enzyme, which were down-regulated. The lack of transcriptional changes in leaves might be due to the general inactivity of the anthocyanin biosynthesis pathway, which is reflected by the very low amount of anthocyanin pigments detected in leaves. While the anthocyanin concentration was in a range from 30 to 430 μg/g Fw in tuber skin it was only 22–24 ng/g Fw in leaf samples and the only anthocyanin which could be detected in leaves was cyanidin 3,5-di-O-glucoside. However, its concentration in aGI52 leaves was slightly, but significantly lower than in DES leaves.

It has been known for a long time that three loci, *D* (developer), *R* (red), and *P* (purple) determines tuber colour. Jung et al. [37] demonstrated that the *D* locus encodes an R2R3 MYB TF, a part of the MYB-bHLH-WD40 complex, regulating anthocyanin synthesis. Several alleles of *R2R3 MYB*s as *StMYBA*1 and *StMYB113* were identified in cultivated tetraploid potatoes [38] and shown that an *R2R3-MYB* is a direct target of the small RNA regulation [39]. However, we did not find these *MYB* genes among the aGI52 DEGs. Instead, we found an R3-type MYB-coding gene up-regulated in aGI52 leaves, the *MYB-RELATED PROTEIN Hv1* (*MYB-Hv1*), similar to *MYBL2* in *Arabidopsis*. AtMYBL2 is a transcriptional repressor that negatively regulates anthocyanin biosynthesis [40]. We presume a similar function for MYB-Hv1 in potato and are going to study it in tuber skin.

The biological processes, namely circadian clock regulation, flowering, stress responses, starch synthesis and anthocyanin metabolism and major genes influenced by StGI.04 at transcript level in potato leaves are presented in Fig. 9.

**Fig. 9:**
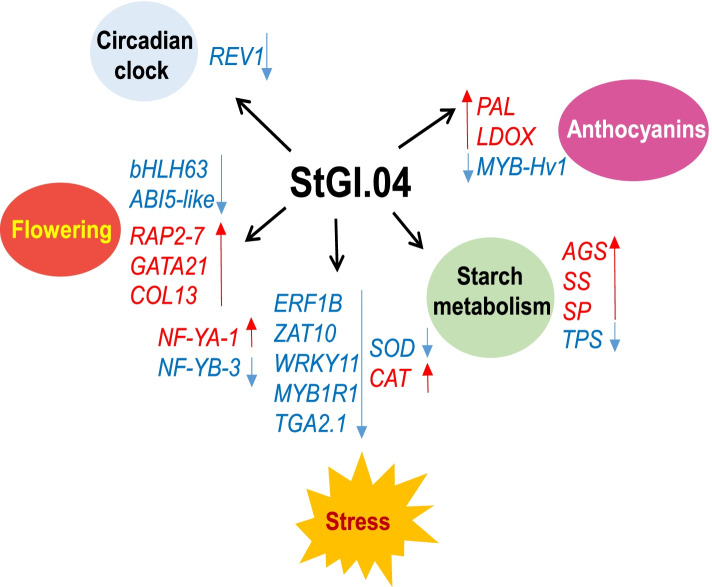
Schematic drawing presenting the biological processes and the major genes influenced by StGI.04 at transcript level. Up-regulated genes are in red, down-regulated genes are in blue

## Conclusions

*GIGANTEA* was discovered almost 60 years ago as a “supervital” *Arabidopsis* mutant with a late flowering phenotype [41]. Since that time, it has been detected in many plant species, and its pleiotropic effect extending from flowering through metabolism to stress responses has been demonstrated (reviewed in [3]). In most of the species, *GI* is a single copy gene; however, it is duplicated in petunia and potato [8, 42]. In this study, functional analysis of one of the potato *GI* genes, designated *StGI.04*, was performed. Analysis of a *StGI.04*-repressed line demonstrated that *StGI.04*, as with *GI* in other plant species, influences the circadian clock, flowering, stress responses, and starch synthesis via the alteration of expression of key genes of these processes in leaves of potato plants (Fig. 9). In addition, however, *StGI.04* has a new function not detected earlier in other plant species, namely promotion of the synthesis of anthocyanins in tuber skin. The function of the other potato *GI* gene, *StGI.12*, is still unknown. However, based on the differences in regulation of *StGI.04* and *StGI.12* [8], functional differences between the two potato *GI* genes are expected.

## Methods

### Plant growth conditions

The commercial potato (*Solanum tuberosum* L.) cultivar ‘Désirée’ was used in all experiments. It was obtained from Fritz Lange KG (Bad Schwartau, Germany), cultivated under axenic conditions for tissue culture at the Max Planck Institute of Molecular Plant Physiology (Golm, Germany) as described by Dietze et al. [43], and transferred to our laboratory. The plants were propagated in vitro from stem segments in the rooting medium RM (MS without vitamins [44]) containing 2% (w/v) sucrose and 0.8% agar in 40-ml tubes closed with paper plugs at 24 °C under a photoperiod cycle of 16 h/8 h day/night at a light intensity of 75 μmol m^− 2^ s^− 1^.

For morphological studies, 4-week-old plantlets obtained by tissue culture in tubes were transferred into pots containing Tabaksubstrat sterile soil A200 (Stender GmbH, Schermbeck, Germany) and grown further under greenhouse conditions from January to April at a temperature regime of 18 to 24 °C and soil humidity up to approximately 80% provided by regular watering. The photoperiod was set at 12 h light and 12 h dark. In winter, the ambient light conditions were supplemented with artificial lightening by sodium lamps. Pesticides and fungicides were regularly applied for pest and fungal pathogen control.

For the short day (SD) tuberisation experiment, plantlets transferred from in vitro into pots were grown in the greenhouse for a month and then moved into a growth chamber and grown further until the end of the vegetation period under well-controlled SD conditions (8 h light/16 h dark, 23 °C, 100 μmol m^− 2^ s^− 1^ light intensity, 72% humidity).

### Generation of *aGI*-repressed ‘Désirée’ lines

Antisense *GIGANTEA* (aGI) plants were generated by amplifying a 250-bp fragment of *StGI.04* using the primer pair GI250 (Additional file 2: Table S2) from ‘Désirée’ genomic DNA isolated according to Shure et al. [45]. The PCR fragment was inserted into pGEM-T Easy (Promega, Madison, WI, USA) and re-cloned in antisense orientation into the binary vector pCP60 as a *Kpn*I-*Eco*RI- fragment behind the constitutive *CaMV35S* promoter. pCP60 (Additional file 1: Fig. S12) is a derivative a pBIN19 [46] constructed and was generously provided by P. Ratet, CNRS, Paris, France. The recombinant plasmid DNA was transformed into *Escherichia coli* DH5α and introduced into *Agrobacterium tumefaciens* LBA4404 by tri-parental mating [47]. Identity and orientation of the 250-bp *StGI.04* fragment in pCP60 was verified by Sanger sequencing (BIOMI Ltd., Gödöllő, Hungary).

‘Désirée’ leaves propagated in vitro in 500-ml jars in MS medium containing 2% (w/v) sucrose and solidified with 0.8% agar (5 plants/jars) were used for transformation, and shoots were regenerated as described by Dietze et al. [43]. Kanamycin in a concentration of 25 μg ml^− 1^ was used for selection of transgenic lines.

### Analysis of *StGI* gene expression

Total RNA was extracted from leaves and tubers using the method described previously by Stiekema et al. [48]. RNA concentration and quality were tested using a NanoDrop spectrophotometer and reverse transcribed into first-strand cDNA using the Maxima H minus First Strand cDNA Synthesis Kit with dsDNase (Thermo Scientific Molecular Biology, Waltham, MA, USA). Semi-quantitative reverse transcription PCR (RT-PCR) analysis of the cDNAs was carried out using the ACTIN, GI.04spec and GI.12spec primer pairs (Additional file 2: Table S2) and visualising the PCR products on agarose gels. For these PCR amplifications, DreamTaq DNA Polymerase (Thermo Fisher Scientific, Waltham, MA, USA) was used.

RT-qPCR assays were performed using a Light Cycler-96 thermal cycler (Roche Diagnostics GmbH, Mannheim, Germany) and a Luminaris Color HiGreen Flourescein qPCR Master Mix (Thermo Scientific Molecular Biology, Waltham, MA, USA). *ACTIN* and *EF1α* served as reference genes [49]. Primers are listed in Additional file 2: Table S2.

### RNA-seq

RNA was isolated according to Stiekema et al. [48] from a sample set of three source leaves harvested from three 8-week-old plants grown in pots in the greenhouse. Three sample sets were prepared from aGI52, and three sets were prepared from the non-transformed control ‘Désirée’. A total of 5 to 7.5 μg of RNA per sample set was transported to the Novogene (UK) Company Ltd. (Cambridge, UK) and used for the generation of sequencing libraries after quality control. A paired-end 150 bp sequencing strategy was used to sequence the samples and the resulting data was also checked for its quality by the company. The bioinformatic analysis including mapping of quality reads to the *S. tuberosum* group Phureja DM1–3 v.6.1 reference genome (http://solanaceae.plantbiology.msu.edu/dm_v6_1_download.shtml), gene expression level analysis (FPKM distribution, Pearson correlation between samples, coexpression Venn diagram), differential gene expression (log2 fold change of DEGs, Vulcano plot) and functional analyses (GO and KEGG enrichment analyses) was carried out also by the company Novogene.

### Spectrophotometric analysis of anthocyanins

Freshly harvested, mature potato tubers grown in pots were peeled. A simplified method of Toguri et al. [50] was used for anthocyanin extraction from 1 g skin with 10 ml 1% HCl in methanol overnight at 4 °C. Relative concentrations of the chloride forms of the anthocyanin pigments were determined spectrophotometrically by measuring the absorbance at 540 nm.

### HPLC analysis of anthocyanins

The anthocyanin profile of potato tuber skin was analysed by the modified method on the basis of our previous studies [51–53]. The anthocyanin extract of tuber skin was centrifuged in Eppendorf tubes in a Hettich Mikro 22R centrifuge (15,000 rpm min^− 1^ for 2 min). The supernatant of centrifuged extract was filtered on a 0.45 μm MILLEX®-HV Syringe Driven Filter Unit (SLHV 013 NL, PVDF Durapore), purchased from Millipore Co. (Bedford, MA, USA), and injected into the HPLC system. The WATERS® High Performance Liquid Chromatograph (Waters Co., 34 Maple Street, Milford, MA, USA) was equipped with an absorbance detector (2487 Dual λ), a binary HPLC pump (1525), and in-line degasser, a column thermostat and an autosampler (717 plus) (set at 5 °C) and was controlled using EMPOWER™ 2 software. A SYMMETRY C18 5 μm 4.6 × 150 mm (pore size 100 Å) column was installed. The isocratic flow rate of mobile phase (2.5% glacial acetic acid containing Milli-Q® water, MeOH and ACN = 35:5:10) was set to 1 cm^3^ min^− 1^ the pressure in the column was 1600 ± 15 psi (cca 11 ± 0.1 MPa) at a column temperature of 40 °C. The running time was 10 min. The injected volumes of standards and samples were 20 μl. Detection started at 0.80 min to eliminate the peak of the extraction mixture, especially MeOH. The sampling rate was 10 pt. sec^− 1^, and the anthocyanins were monitored at a wavelength of 530 nm. The retention times of the standards were cyanidin 3,5-di-O-glucoside chloride (cyanin chloride) (CAS number: 2611–67–8) 1.6 min, pelargonidin 3,5-di-O-glucoside chloride (pelargonin chloride) (CAS number: 17334–58–6) 3.3 min, delphinidin 3,5-di-glycoside chloride (delphin) (CAS number: 17670–06-3) 4.3 min, and malvidin 3-galactoside chloride (primulin) (CAS number: 30113–37–2) 5.8 min.

### Phylogenetic and sequence similarity analysis

DNA and protein sequences were aligned with the NCBI nucleotide and protein blast (https://blast.ncbi.nlm.nih.gov/Blast.cgi) or with Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/). Plant Transcription Factor and Protein Kinase Identifier and Classifier (iTAK; http://itak.feilab.net/cgi-bin/itak/index.cgi) was used to search for proteins with significant similarity. The phylogenetic tree was constructed using Phylogeny.fr (https://www.phylogeny.fr/). All analyses were carried out with default parameters.

### Statistical analysis

Heatmaps were generated by the Metaboanalyst 5.0 (https://www.metaboanalyst.ca). Statistical significance of the measurements was determined by Student’s *t*-test.

## Supplementary Information

**Additional file 1: Figure S1.** Nucleotide sequence of the *StGI.04* fragment used to generate the aGI lines and its alignment to the corresponding region of *StGI.12*. **Figure S2.** Growth and tuberisation parameters of *aGI*-repressed lines compared to the non-transformed DES control. **Figure S3.** Morphology of mature tubers collected from plants grown in a greenhouse in pots. **Figure S4.** FPKM distributions. **Figure S5.** Heatmap of the correlation coefficients between samples. **Figure S6.** Vulcano plot for differentially expressed genes. **Figure S7.** GO functional classification. **Figure S8.** KEGG pathway of glyoxalate and dicarboxylate metabolism showing the up- and down-regulated genes in aGI52 leaves. **Figure S9.** KEGG pathway of starch and sucrose metabolism showing the up- and down-regulated genes in aGI52 leaves. **Figure S10.** KEGG pathway of peroxisome showing the up- and down-regulated genes in aGI52 leaves. **Figure S11.** Sequence aligment of StMYB-Hv1-related proteins. **Figure S12.** Map of the binary vector pCP60.

**Additional file 2: Table S1.** RNA-seq quality statistics. **Table S2.** Primer sequences.

## Data Availability

The raw RNA-seq data has been submitted to GEO (https://www.ncbi.nlm.nih.gov/geo/info/linking.html.) under the Series record: GSE189956. All other data generated or analysed during this study are included in this published article and its supplementary information files.

## Abbreviations

DEG: Differentially expressed genes
DES: Désirée
GI: GIGANTEA
KEGG: Kyoto encyclopedia of genes and genomes
LD: Long day
SD: Short day
*St*: *Solanum tuberosum*
RT-qPCR: Reverse transcription-quantitative polyamerase chain reaction
TF: Transcription factor

# Supplementary material for: Effects of the repression of GIGANTEA gene StGI.04 on the potato leaf transcriptome and the anthocyanin content of tuber skin
**Source:** BMC Plant Biol. 2022 May 20;22:249. doi: 10.1186/s12870-022-03636-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Nucleotide sequence of the StGI.04 fragment used to generate the aGI lines and its alignment to the corresponding region of StGI.12. Figure S2. Growth and tuberisation parameters of aGI-repressed lines compared to the non-transformed DES control. Figure S3. Morphology of mature tubers collected from plants grown in a greenhouse in pots. Figure S4. FPKM distributions. Figure S5. Heatmap of the correlation coefficients between samples. Figure S6. Vulcano plot for differentially expressed genes. Figure S7. GO functional classification. Figure S8. KEGG pathway of glyoxalate and dicarboxylate metabolism showing the up- and down-regulated genes in aGI52 leaves. Figure S9. KEGG pathway of starch and sucrose metabolism showing the up- and down-regulated genes in aGI52 leaves. Figure S10. KEGG pathway of peroxisome showing the up- and down-regulated genes in aGI52 leaves. Figure S11. Sequence aligment of StMYB-Hv1-related proteins. Figure S12. Map of the binary vector pCP60.

## Slide 1
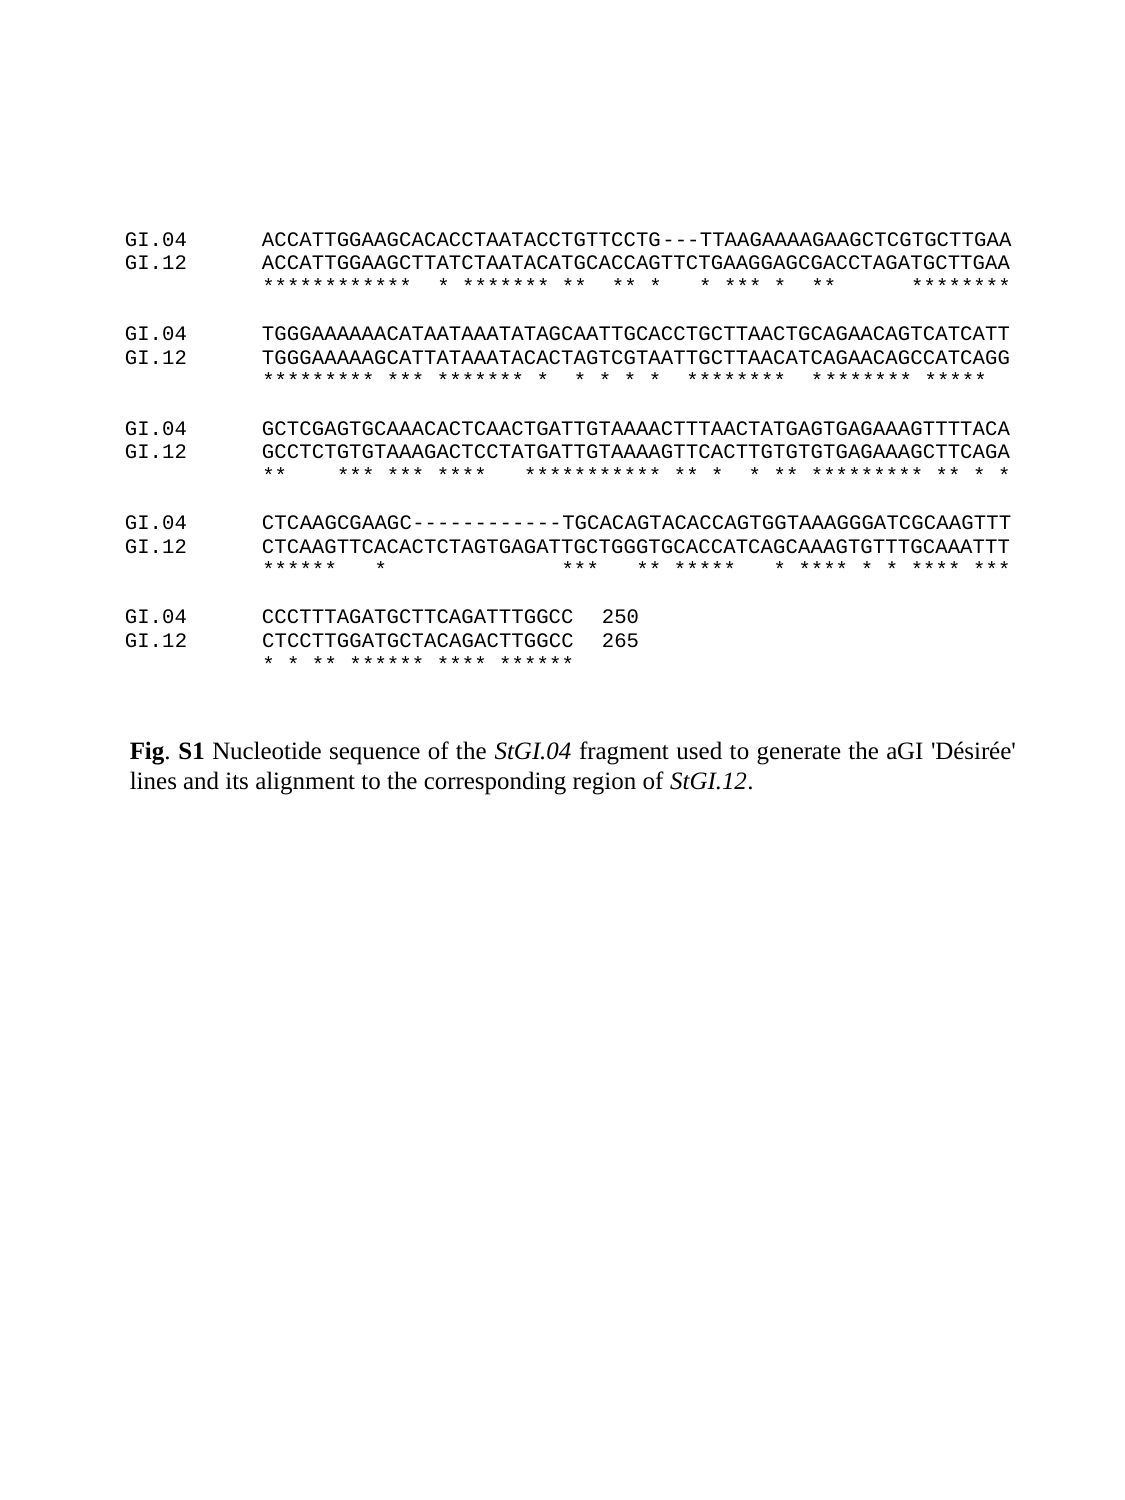

Fig. S1 Nucleotide sequence of the StGI.04 fragment used to generate the aGI 'Désirée' lines and its alignment to the corresponding region of StGI.12.

## Slide 2
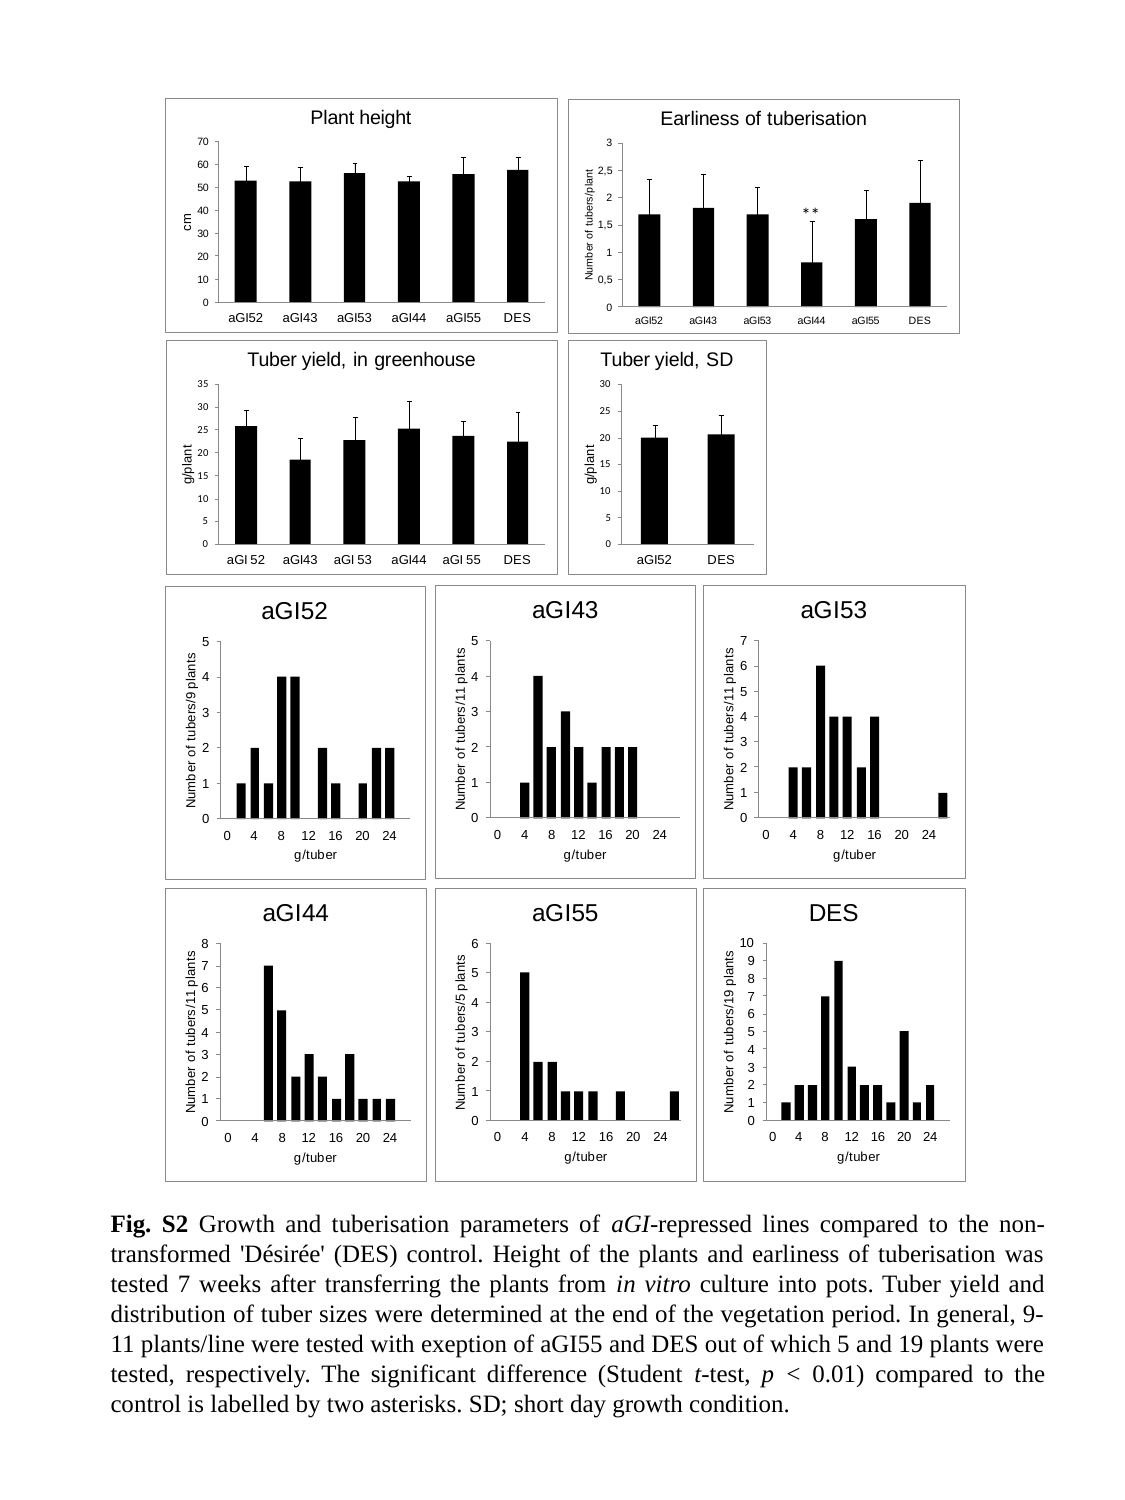

**
Fig. S2 Growth and tuberisation parameters of aGI-repressed lines compared to the non-transformed 'Désirée' (DES) control. Height of the plants and earliness of tuberisation was tested 7 weeks after transferring the plants from in vitro culture into pots. Tuber yield and distribution of tuber sizes were determined at the end of the vegetation period. In general, 9-11 plants/line were tested with exeption of aGI55 and DES out of which 5 and 19 plants were tested, respectively. The significant difference (Student t-test, p < 0.01) compared to the control is labelled by two asterisks. SD; short day growth condition.

## Slide 3
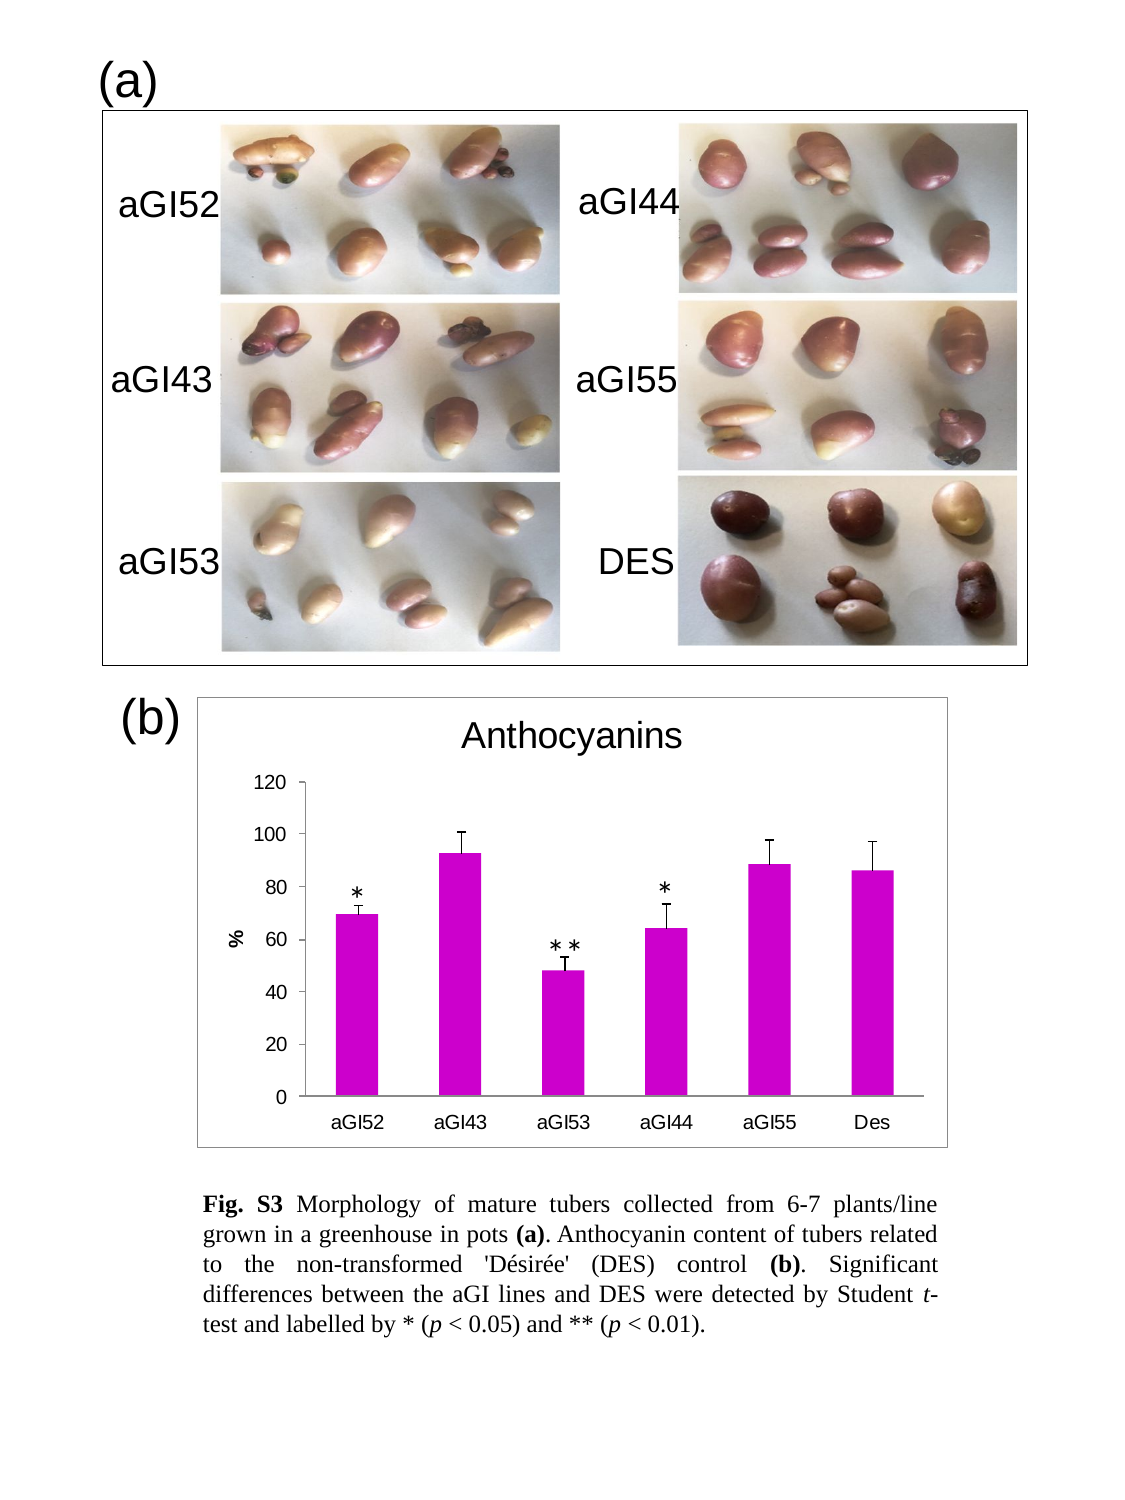

(a)
aGI52
aGI43
aGI53
aGI44
aGI55
DES
(b)
*
*
**
Fig. S3 Morphology of mature tubers collected from 6-7 plants/line grown in a greenhouse in pots (a). Anthocyanin content of tubers related to the non-transformed 'Désirée' (DES) control (b). Significant differences between the aGI lines and DES were detected by Student t-test and labelled by * (p < 0.05) and ** (p < 0.01).

## Slide 4
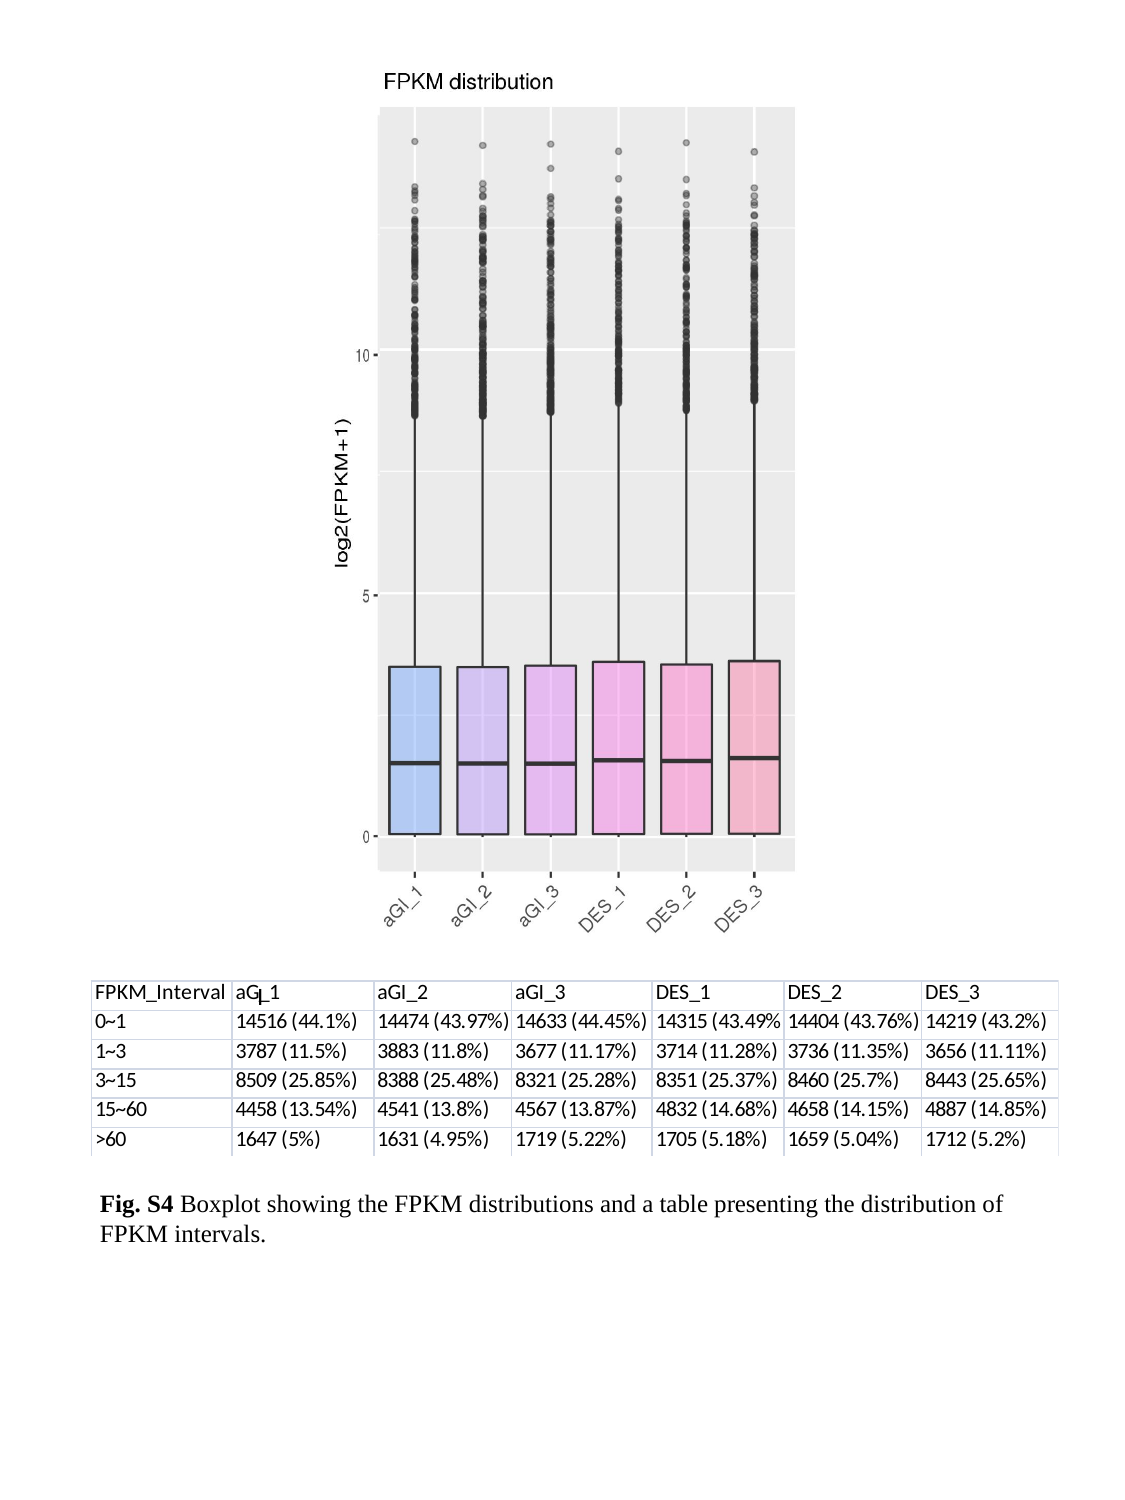

I
Fig. S4 Boxplot showing the FPKM distributions and a table presenting the distribution of FPKM intervals.

## Slide 5
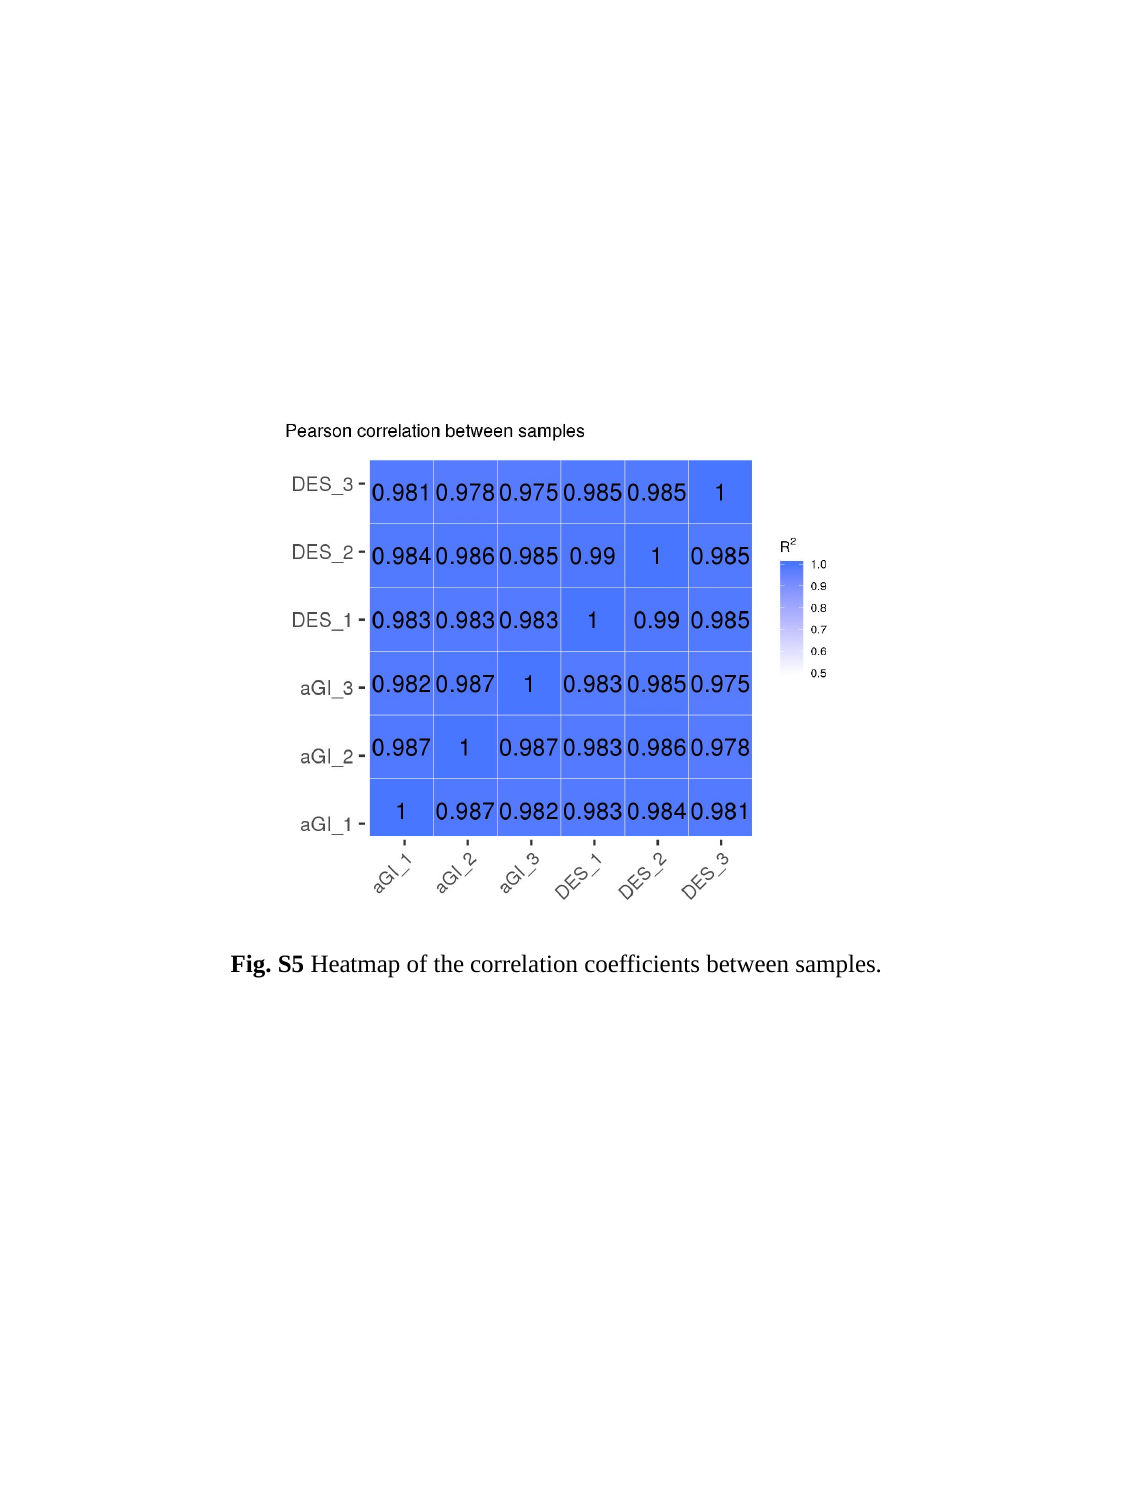

Fig. S5 Heatmap of the correlation coefficients between samples.

## Slide 6
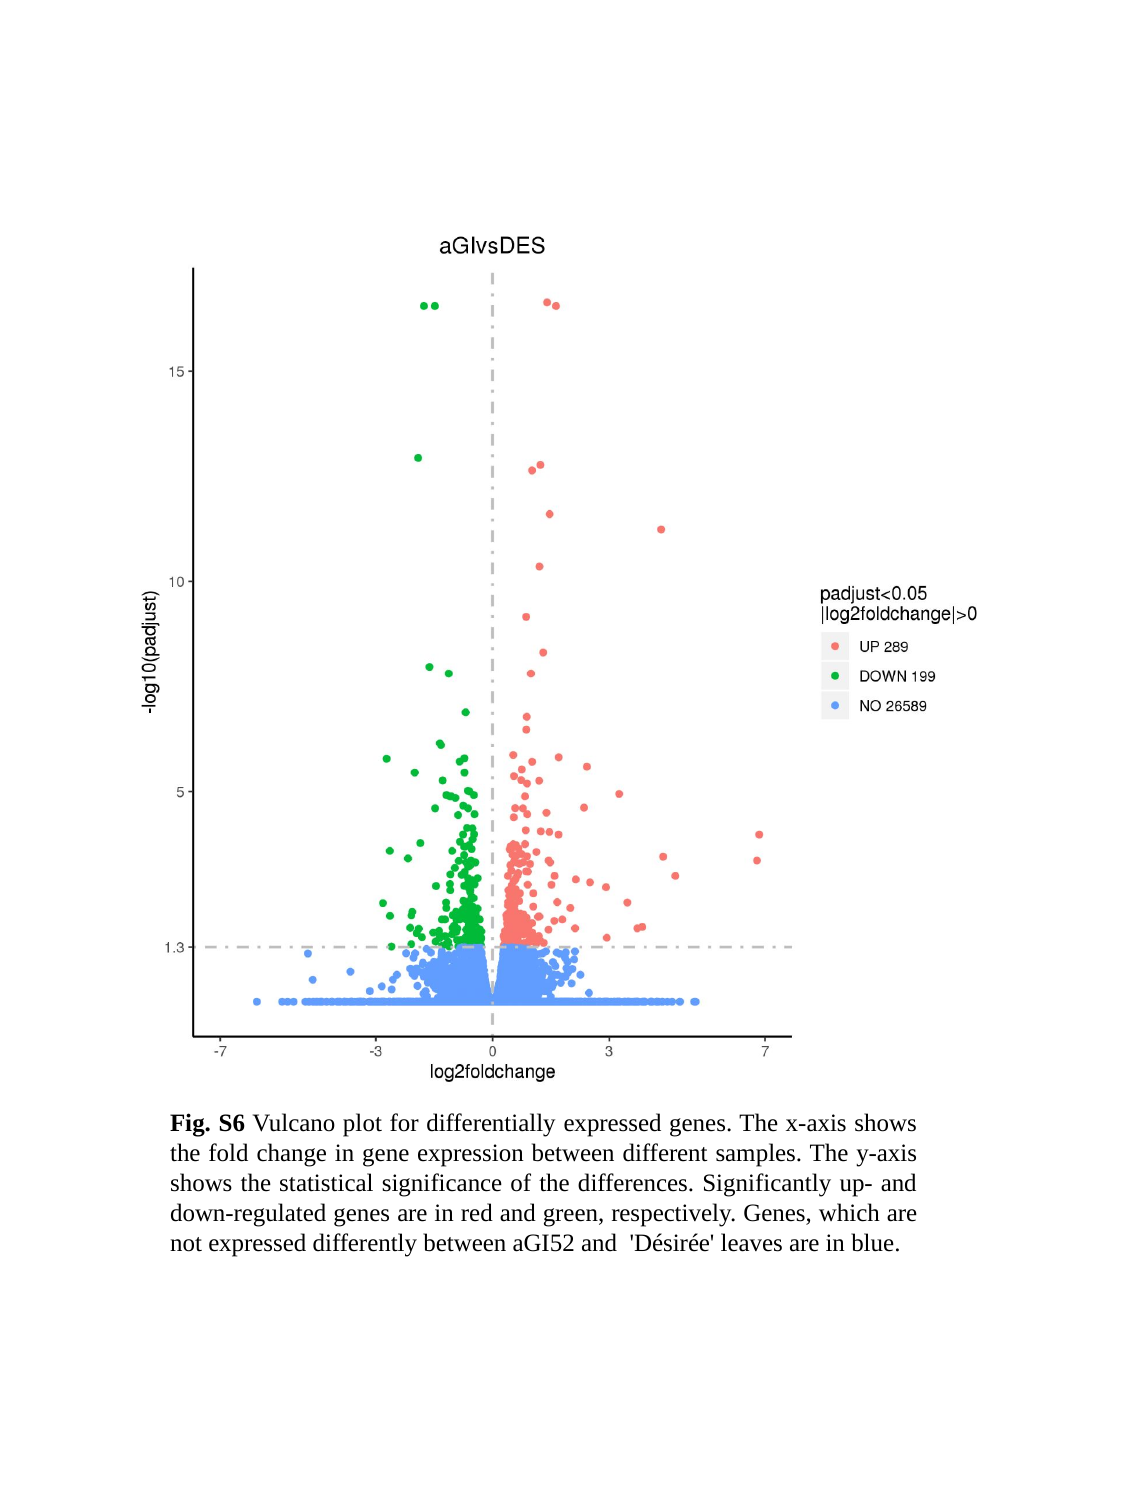

Fig. S6 Vulcano plot for differentially expressed genes. The x-axis shows the fold change in gene expression between different samples. The y-axis shows the statistical significance of the differences. Significantly up- and down-regulated genes are in red and green, respectively. Genes, which are not expressed differently between aGI52 and 'Désirée' leaves are in blue.

## Slide 7
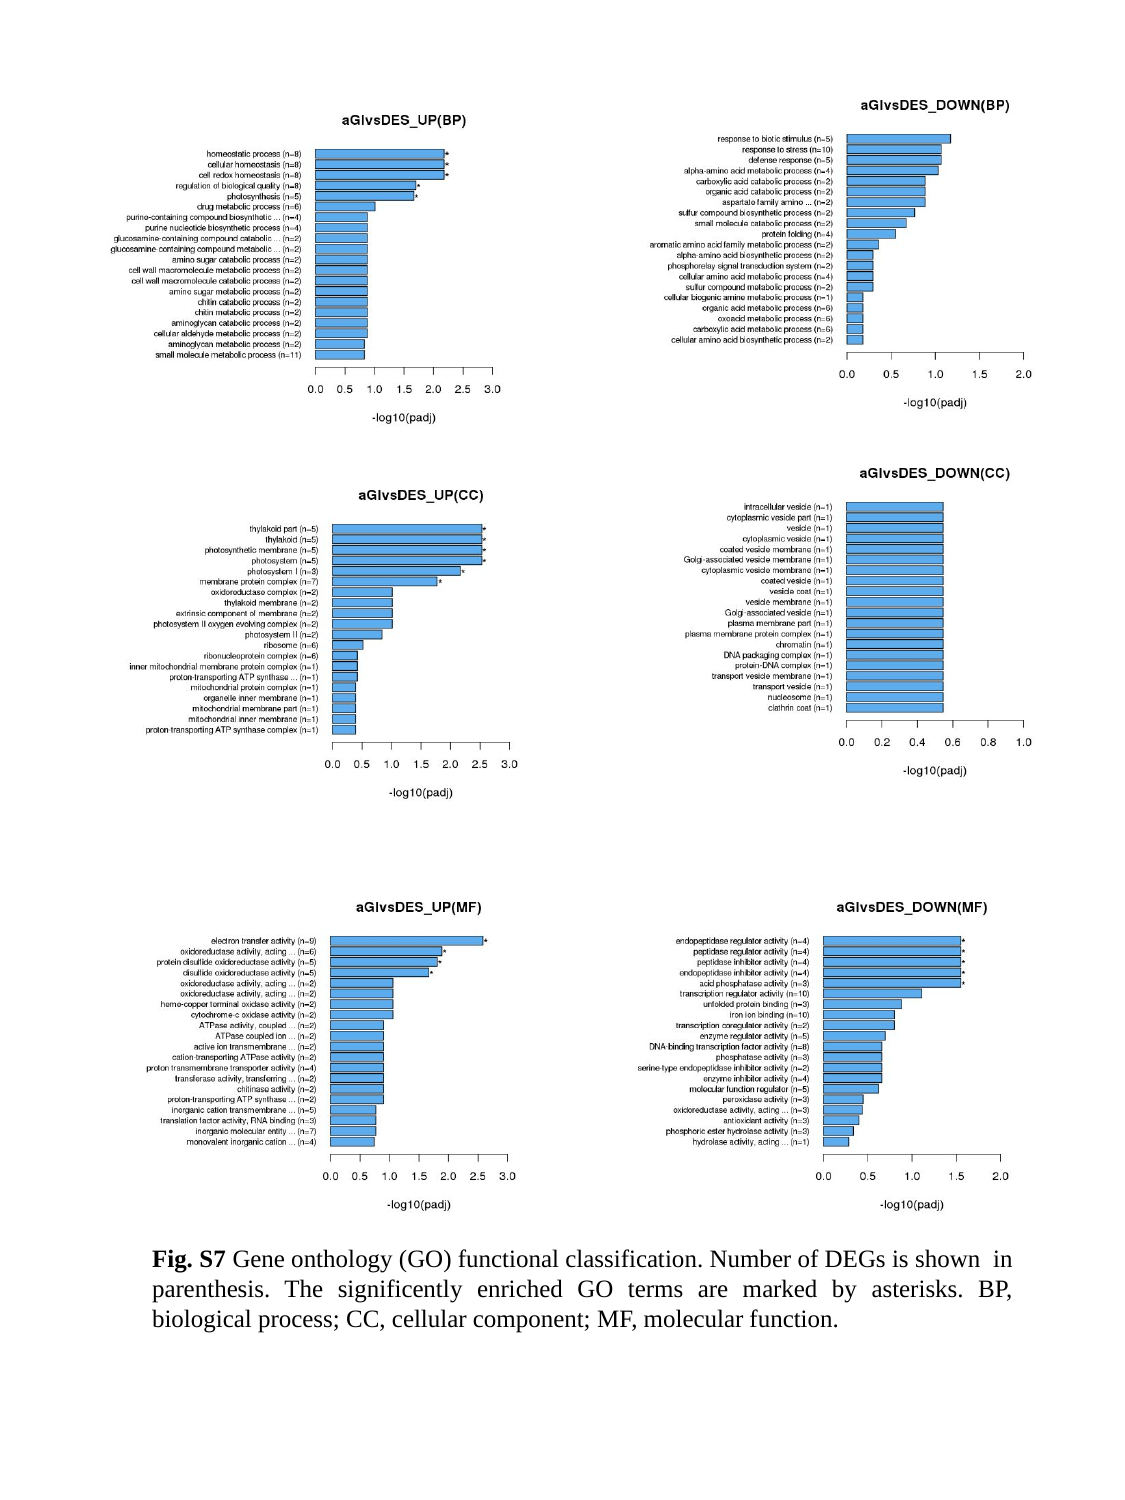

Fig. S7 Gene onthology (GO) functional classification. Number of DEGs is shown in parenthesis. The significently enriched GO terms are marked by asterisks. BP, biological process; CC, cellular component; MF, molecular function.

## Slide 8
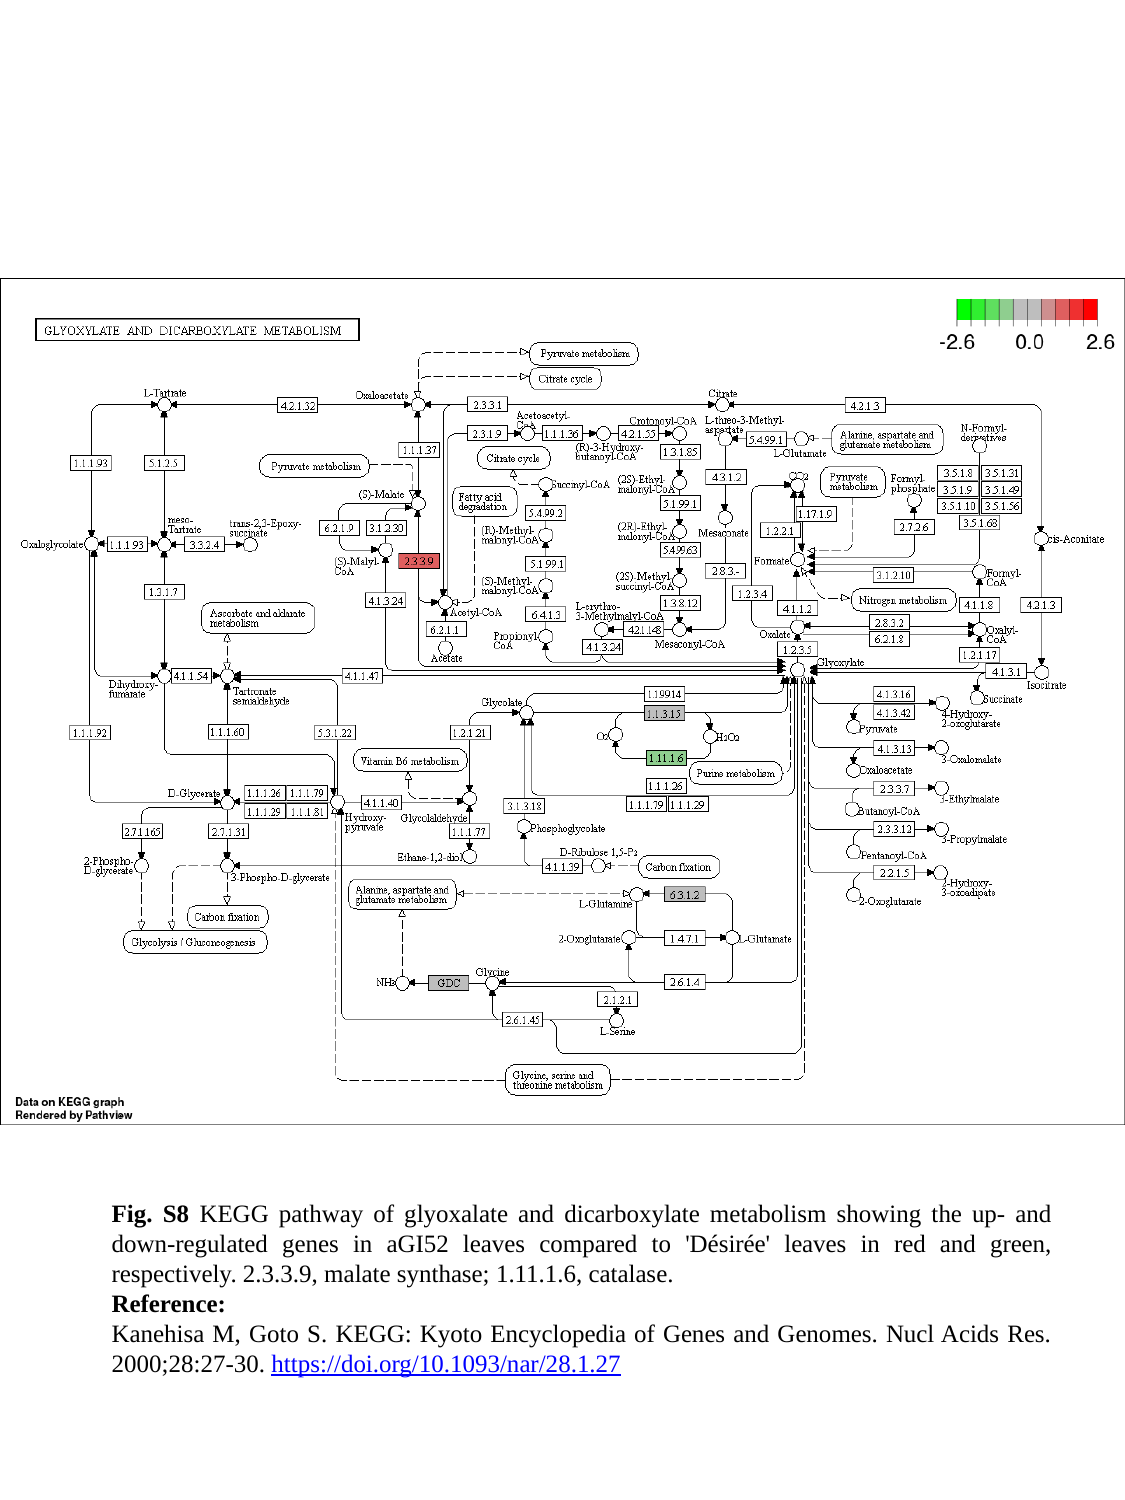

Fig. S8 KEGG pathway of glyoxalate and dicarboxylate metabolism showing the up- and down-regulated genes in aGI52 leaves compared to 'Désirée' leaves in red and green, respectively. 2.3.3.9, malate synthase; 1.11.1.6, catalase.
Reference:
Kanehisa M, Goto S. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucl Acids Res. 2000;28:27-30. https://doi.org/10.1093/nar/28.1.27

## Slide 9
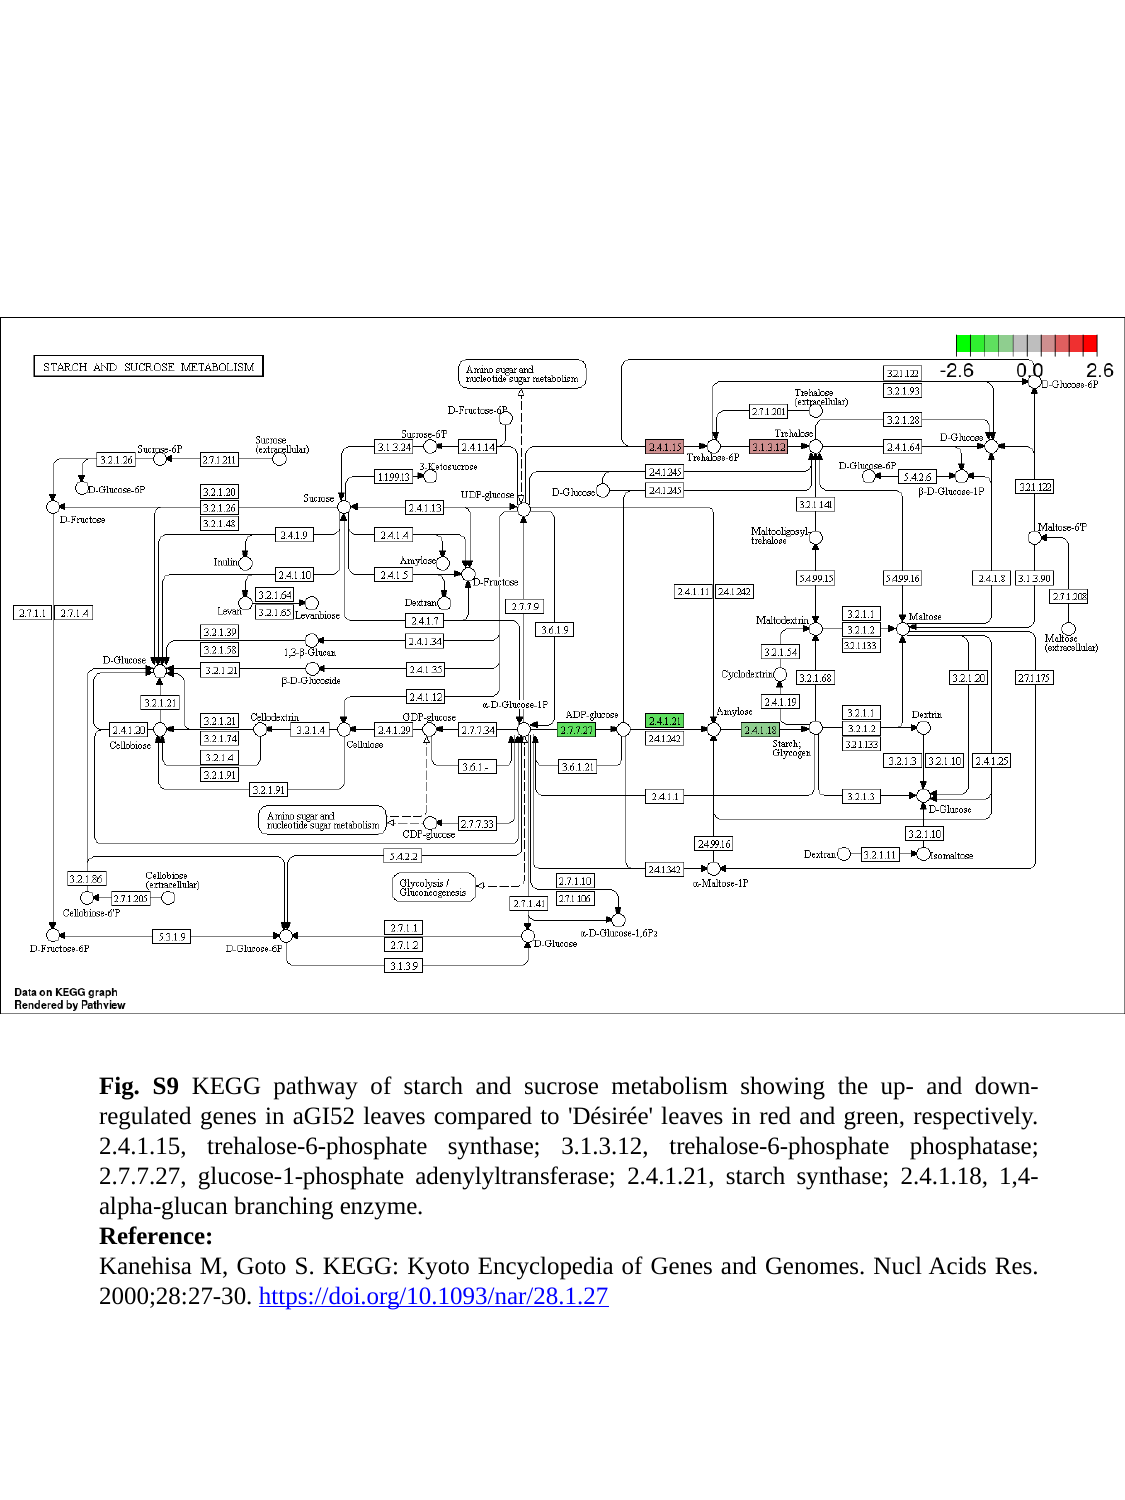

Fig. S9 KEGG pathway of starch and sucrose metabolism showing the up- and down-regulated genes in aGI52 leaves compared to 'Désirée' leaves in red and green, respectively. 2.4.1.15, trehalose-6-phosphate synthase; 3.1.3.12, trehalose-6-phosphate phosphatase; 2.7.7.27, glucose-1-phosphate adenylyltransferase; 2.4.1.21, starch synthase; 2.4.1.18, 1,4-alpha-glucan branching enzyme.
Reference:
Kanehisa M, Goto S. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucl Acids Res. 2000;28:27-30. https://doi.org/10.1093/nar/28.1.27

## Slide 10
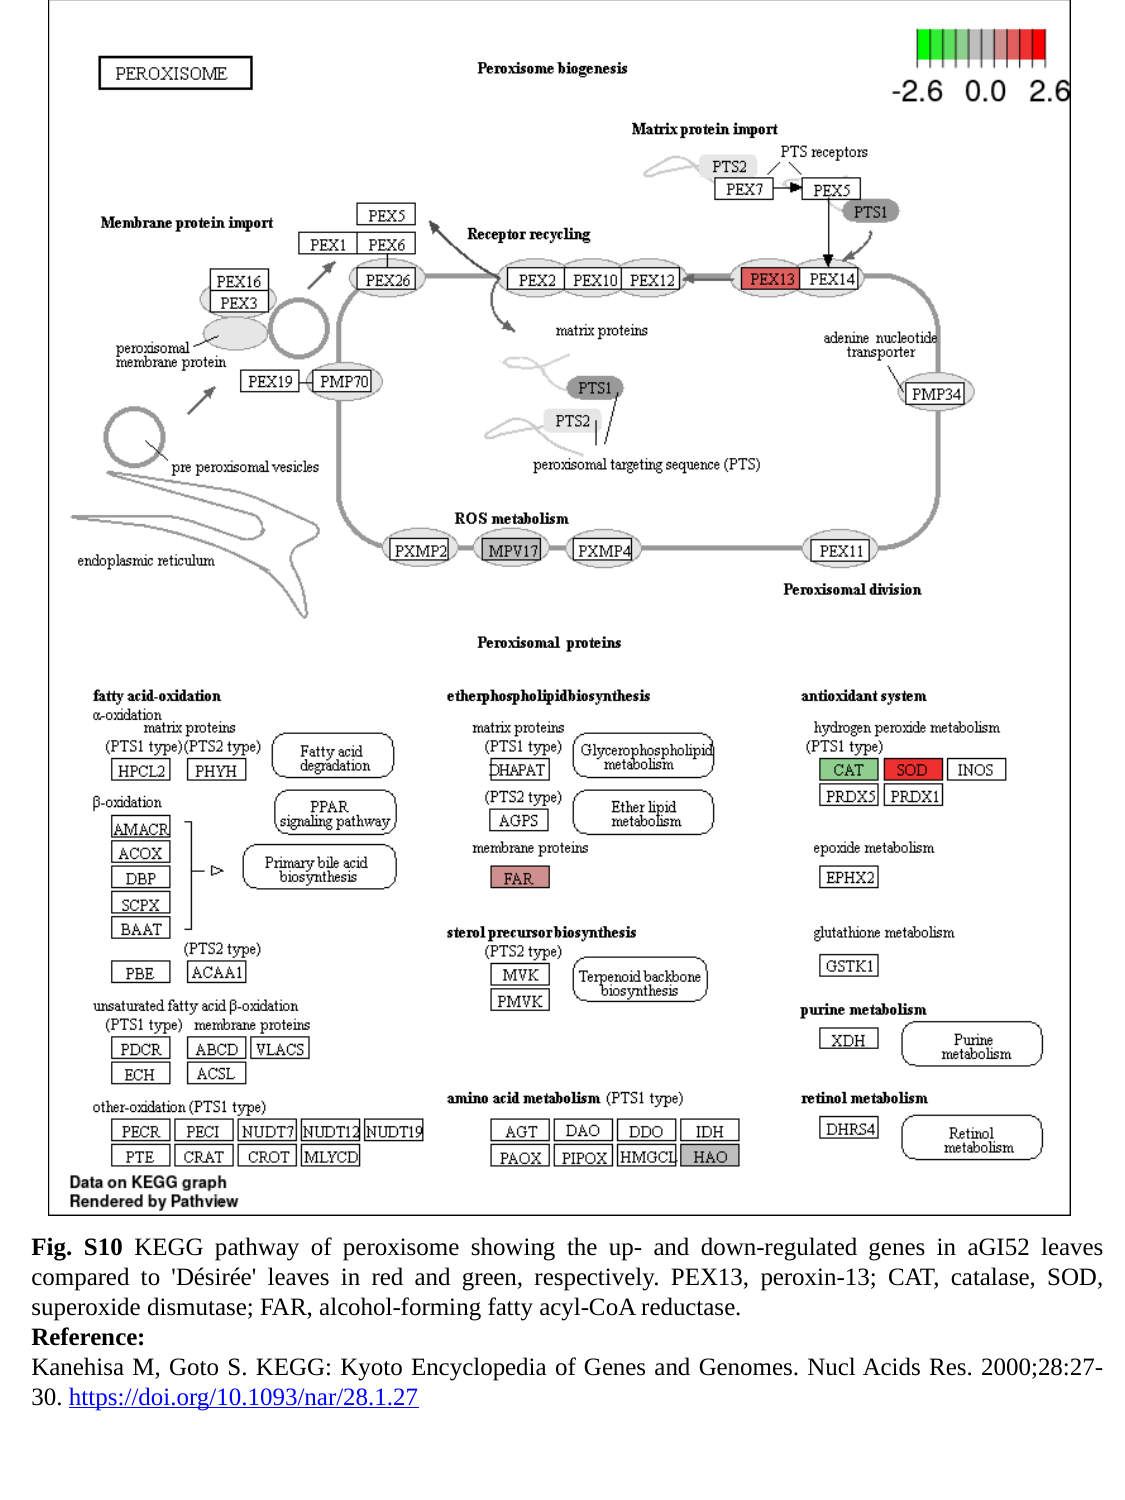

Fig. S10 KEGG pathway of peroxisome showing the up- and down-regulated genes in aGI52 leaves compared to 'Désirée' leaves in red and green, respectively. PEX13, peroxin-13; CAT, catalase, SOD, superoxide dismutase; FAR, alcohol-forming fatty acyl-CoA reductase.
Reference:
Kanehisa M, Goto S. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucl Acids Res. 2000;28:27-30. https://doi.org/10.1093/nar/28.1.27

## Slide 11
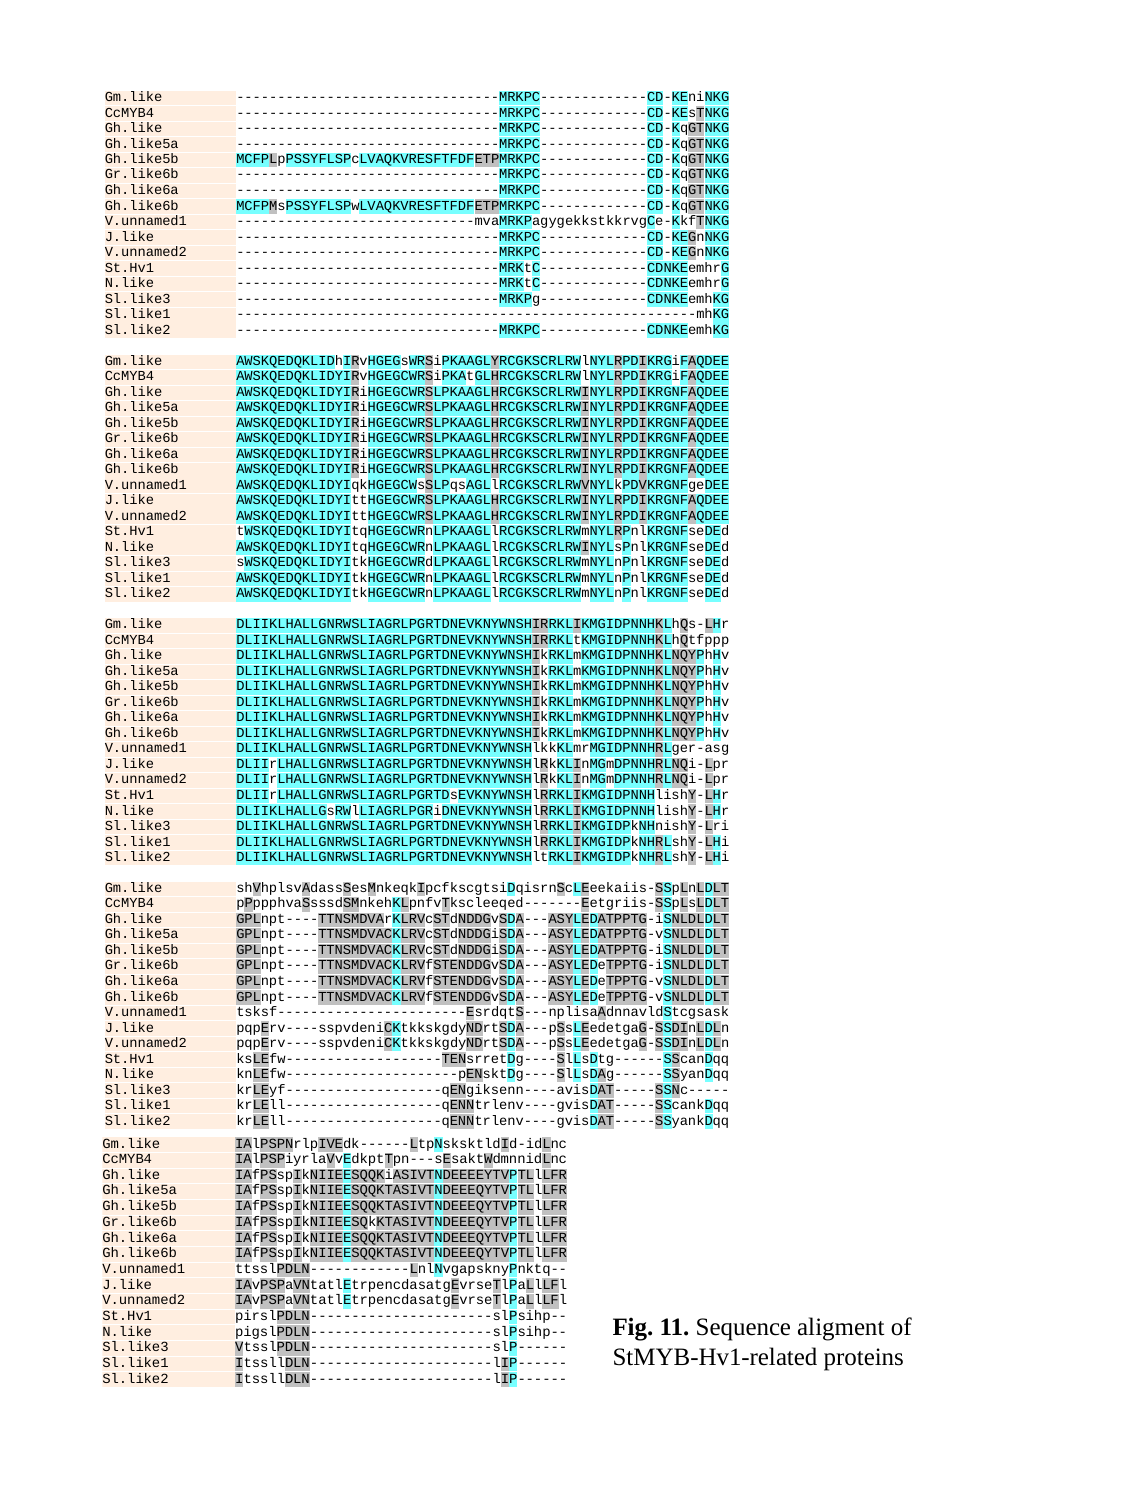

Fig. 11. Sequence aligment of
StMYB-Hv1-related proteins

## Slide 12
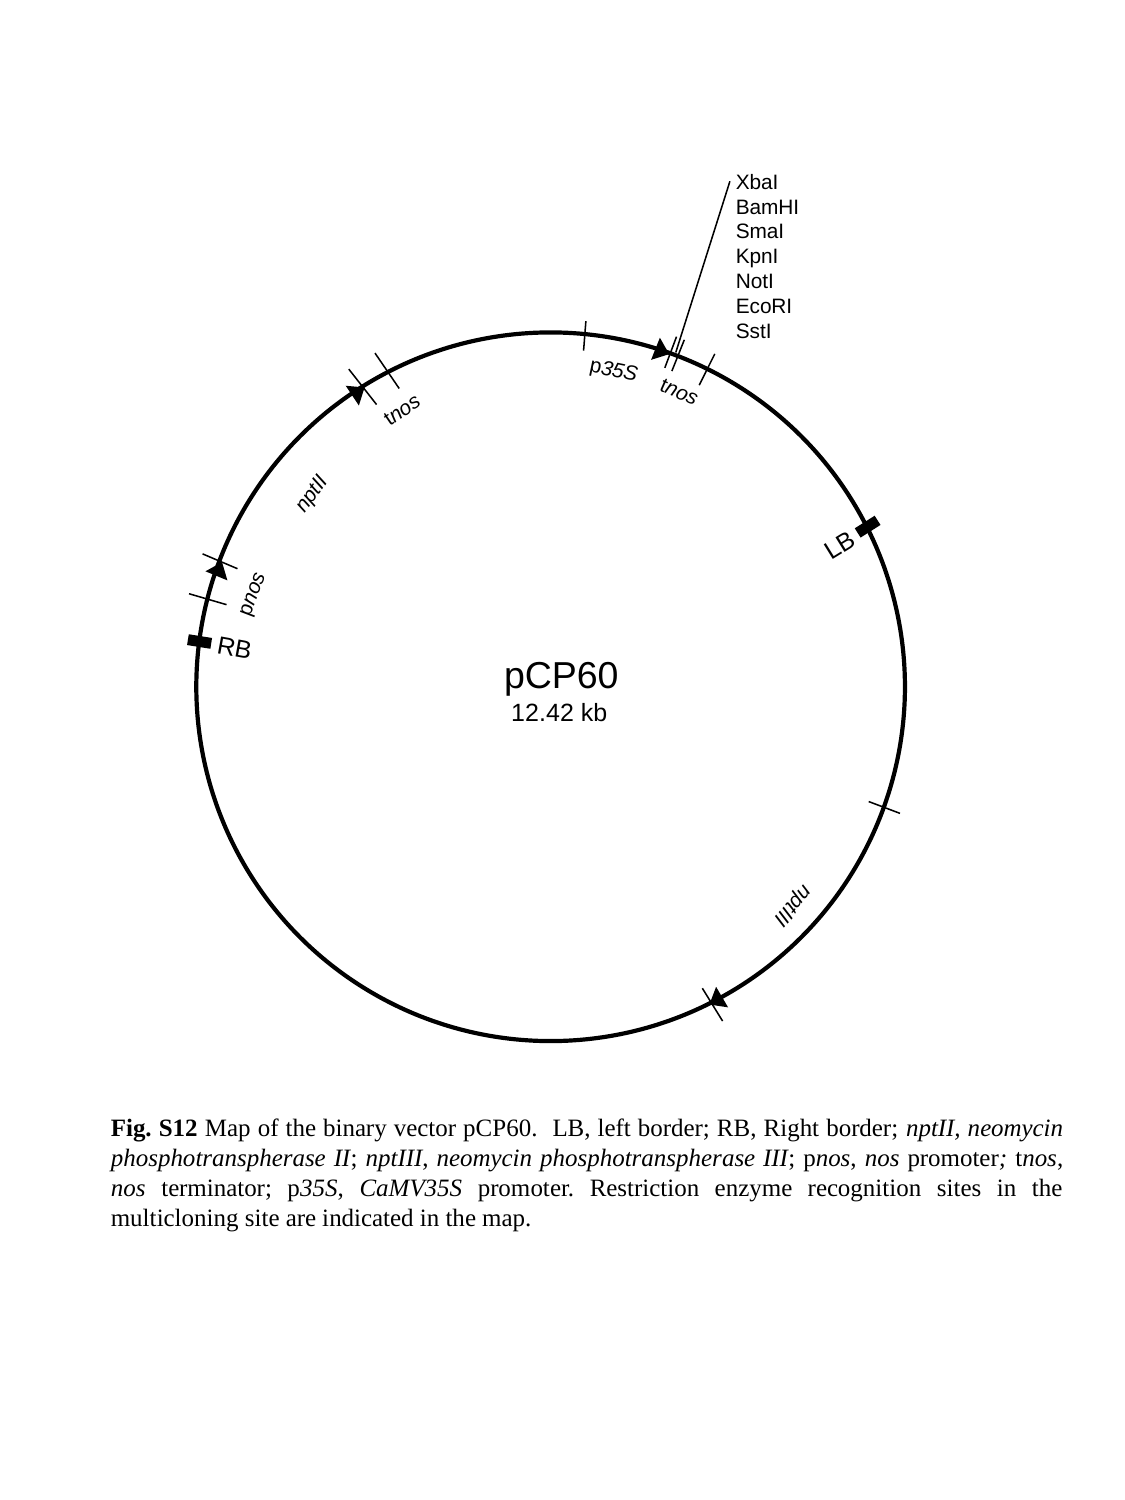

XbaI
BamHI
SmaI
KpnI
NotI
EcoRI
SstI
p35S
tnos
tnos
nptII
LB
pnos
RB
pCP60
 12.42 kb
nptIII
Fig. S12 Map of the binary vector pCP60. LB, left border; RB, Right border; nptII, neomycin phosphotranspherase II; nptIII, neomycin phosphotranspherase III; pnos, nos promoter; tnos, nos terminator; p35S, CaMV35S promoter. Restriction enzyme recognition sites in the multicloning site are indicated in the map.

# Supplementary material for: Effects of the repression of GIGANTEA gene StGI.04 on the potato leaf transcriptome and the anthocyanin content of tuber skin
**Source:** BMC Plant Biol. 2022 May 20;22:249. doi: 10.1186/s12870-022-03636-3
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. RNA-seq quality statistics. Table S2. Primer sequences.

**Table S1**

**RNA-seq quality statistics**

| **Sample** | **Raw reads** | **Clean reads** | **Clean read %** | **Error rate** | ***Total mapped reads** | **Uniquely mapped reads** | **Total mapping rate %** | **Uniquely mapping rate %** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **aGI52_1** | 44606327 | 43508838 | 97.5 | 0.03 | 78637147 | 75659748 | 90.4 | 87.0 |
| **aGI52_2** | 44261858 | 43308470 | 97.8 | 0.02 | 78614280 | 75647716 | 90.8 | 87.3 |
| **aGI52_3** | 45071778 | 44379759 | 8.5 | 0.03 | 80000956 | 77146601 | 90.1 | 86.9 |
| **DES_1** | 43461307 | 42406507 | 97.6 | 0.03 | 75373931 | 72617290 | 88.9 | 85.6 |
| **DES_2** | 44330084 | 43104447 | 97.2 | 0.02 | 78331213 | 75360702 | 90.9 | 87.4 |
| **DES_3** | 43702308 | 42121399 | 96.4 | 0.03 | 76200451 | 73548767 | 90.5 | 87.3 |

*Mapping was carried out to the potato reference genome *S. tuberosum* group Phureja DM 1-3 v6.1.

**Table S2**

**Primer sequences**

| **Name** | **Forward sequence (5’-3’)** | **Reverse sequence (5’-3’)** |
| --- | --- | --- |
| GI250 | *GAATTCABBATTGGAAGCACACCTAA | GGTACCGGCCAAATCTGAAGCATCTAA |
| GI.04spec | GTACGTGCACTCAGCATATCA | GCAGGACCATGGATACCATTT |
| GI.12spec | TGGCTTCTTCAAGCACAAGGT | GCGGTAATTTGATCCTTCCGC |
| ACTIN | TGGACTCTGGTGATGGTGTG | GGTTTCAAGTTCCTGTCTGT |
| EF1α | GACAAGCGTGTTATTGAGAGG | CACAGTGCAGTAGTACTTAGTG |
| SD1 | AAGGTTCCTTCAGGCGATGG | GTGCACTGTCTACTCTGTCCC |
| ERF1B | CGAAAACGTCCATGGGGAAA | ACATGTTGAAGGACCACGCA |
| LRR9 | GATCGTGGTTGGAATTGCCG | TCCGCGACAATTAGCCATGT |
| RAP2-7 | AGAAGCTGCAAGGGCGTAT | TTCCTTCGGAGAAGAAGTCGC |
| DTX48 | CCAACCCCATCTGAGGCTTT | AGAGACCCTCCTGCTAGCTC |
| CRF2 | TGGCCGTCAAAGAGTGAGAA | CTTCCGCCTTTTTGGTGGTG |
| NFYA1 | TTATGCCTCCAAGCATGGGT | ATGCAATTGAGGAGGGTGCC |
| HSP83 | TGGAAGCTCTACAGGCTGGG | GCCCAATTGCTCCTCATCAAC |

*The restriction enzyme recognition sites *Eco*RI and *Kpn*I are underlined.

How the deposited data were processed for this re-analysis (not part of the article)

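Leaf RNA of the antisense line aGI52 and of the non-transformed cultivar ‘Désirée’ (DES) was sequenced, with 3 libraries per line and leaves of 3 plants in each library. The sequencing company filtered the paired-end reads and mapped them to the DM reference genome of potato. The authors deposited a table with the number of reads counted on each of 32917 genes in each library, as whole numbers without normalization. The paper's text does not name the aligner, the counting program, its version or whether it used strand, so reads shared by near-identical genes, by overlapping genes or by genes on opposite strands could have been split or dropped in ways that cannot be traced here. The line and the replicate of each library were taken from the sample labels.

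From these counts, 27722 genes had at least 1 count in some library. The genes kept by edgeR's filter on low counts, 21861, were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood fit in the package's default form and Benjamini-Hochberg adjustment, comparing 3 aGI52 with 3 DES libraries without further terms. Standard errors are the log2 fold change divided by the square root of the test's F value. Tables and checks were computed with Python 3.11.15 and SciPy 1.17.1. Genes expressed in a line were those with a mean CPM above 1 on the library totals. Groups were called non-overlapping when every aGI52 value lay on the same side of every DES value, which chance gives in 10% of genes. Where a line had at most 3 counts in each library, the fold change was computed against this floor and is a lower bound.

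The genes named are those that the paper pairs with an identifier in Fig. 5c, Fig. 6a and the legend of Fig. 7. To these were added, among the genes with an adjusted p-value under 0.05 and non-overlapping groups, the 2 with the largest rise and the 2 with the largest fall. This rule, most of the tests and most alternatives were fixed before the data were examined. These alternatives were the size factors of DESeq2 or the library totals in place of TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, the replicate number as a block, and leaving out each library in turn. For expressed genes they were CPM thresholds of 0.5 and 2, CPM above 1 in every library, and CPM with the TMM factors. Some fits were added after seeing the data. These were the quasi-likelihood fit without the package's legacy setting and the DESeq2 fits with a block or with 1 library left out. Chromosome segments starting at every gene, the tests on simulated libraries and the test of the starch genes without DES replicate 3 were also added then. The limits of some tests and the set of genes in the test of neighbouring genes were changed after a first result. The fit without the legacy setting was run first by mistake, and its values were seen before those of the default form, which is the one the design prescribes.

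The total counts per library were between 32516588 and 34354780, with a median of 33895204 in aGI52 and 32712354 in DES. The tests were checked on simulated data, in which 200 of the 21861 genes were changed, with the means, library sizes and dispersions of these libraries. At a simulated log2 fold change of 1, edgeR recovered 70.6% of the changed genes and DESeq2 73.5%. At 0.5, edgeR recovered 10.5% and DESeq2 29.1%. In these simulations, changes well below 1 on the log2 scale were therefore often missed with 3 libraries per line. The recovered share depends on how many genes change, which was set to 200 and is not known for the real libraries.

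Functional enrichment, FPKM and RT-qPCR values were not analysed here, since gene lengths, gene functions and RT-qPCR measurements were not used here. Genes that the paper names without an identifier, among them *StGI.04*, *StGI.12*, *PAL*, *LDOX* and the anthocyanin genes, were not analysed here.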

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

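All tests in this part were chosen before their results were seen. The paper reports numbers of genes expressed in 1 line only. Under a stricter rule, which the paper does not use, there were 6 genes with at least 10 counts in every aGI52 library and at most 3 counts in every DES library, and 2 genes with the reverse pattern. The 6 genes include Soltu.DM.08G027790 and Soltu.DM.05G022770. Of the 8 genes, 3 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and 4 in DESeq2. The files do not pair the identifiers with gene names, and the others are not listed here.

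Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many such genes, namely the real one, and the other splits gave at most 1 gene. With 10 splits the share cannot fall below 0.1, so a coincidence of grouping cannot be told apart from a difference between the lines by this count. Sampling of reads at low depth was tested with the spread of counts at each gene's level. For the gene most open to it, the probability of such a pattern was 1.09e-05, which over the 27722 genes with counts gives 0.303 expected genes. This is below the 8 genes seen, but it takes the weakest gene as the measure for all, so sampling may account for a single gene of the set and cannot be told apart for that gene. A different fate of the cultured cells from which a transgenic line is regenerated, the insertion of the transgene, and the repression of *StGI.04* are biological explanations that the design does not separate, and they were not tested.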

How the results depend on the processing

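Every alternative was set as described in the processing summary, and the fit without the legacy setting and all DESeq2 fits with a block or with 1 library left out were chosen after seeing the data, as were the segments starting at every gene. The direction of change was the same for all 44 named genes under each alternative in which they were tested. In all of them but *SS* and *HSP83* the groups did not overlap, so leaving out a library could hardly reverse it. The number of genes with an adjusted p-value under 0.05 was 72 with the size factors of DESeq2, 62 with at least 10 counts in every library and 77 without the legacy setting, against 75. With library totals it was 103, of which 30 were up-regulated and 73 down-regulated in aGI52, against 37 and 38 with TMM normalization, and 7 transcription factors of Fig. 5c passed in place of 4. This follows from the TMM factors, which are lower in all aGI52 libraries.

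The Wald test of DESeq2 gave 488 genes, 101 of them above a 2-fold change in place of 33, and all 25 genes of Fig. 5c, 12 of Fig. 6a and 8 of Fig. 7. Without the filter on low counts, edgeR gave 157 genes, 58 of them above a 2-fold change, 13 of Fig. 5c, 5 of Fig. 6a and 4 of Fig. 7. The cause was not tested.

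Leaving out each library in turn gave from 11 to 130 genes with an adjusted p-value under 0.05 in edgeR, the lowest without DES replicate 1 and the highest without aGI52 replicate 3. It was 13 without aGI52 replicate 2 and 29 without DES replicate 3. The genes above a 2-fold change went from 10, without aGI52 replicate 2 or DES replicate 1, to 53, without aGI52 replicate 1, with 50 without aGI52 replicate 3 or DES replicate 2 and 18 without DES replicate 3. From 0 to 6 genes of Fig. 5c, from 1 to 4 of Fig. 6a and from 0 to 3 of Fig. 7 passed, with the highest numbers without aGI52 replicate 3, aGI52 replicate 1 and aGI52 replicate 3. The lowest were without aGI52 replicate 2 or DES replicate 1 for Fig. 5c, without DES replicate 1 for Fig. 6a, and without aGI52 replicate 2, DES replicate 1 or DES replicate 3 for Fig. 7. In each of these fits all 25, 12 and 8 genes had an unadjusted p-value under 0.05. For Fig. 5c 2 genes passed without DES replicate 2 and 1 without DES replicate 3. In DESeq2 the same fits gave from 194 to 499 genes. Fewer libraries enter these fits, which lowers their power, but the number rose in some of them, and the cause of that was not tested.

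The libraries of both lines carry the replicate numbers 1 to 3. Libraries with the same number did not deviate together, with correlations of their deviations from the line means of -0.0738, 0.0430 and -0.159, so they share only a number. With the replicate block, edgeR gave 9 genes, all 9 above a 2-fold change, of which 8 were among the 75. The block left 0 genes of Fig. 5c, 1 of Fig. 6a and 0 of Fig. 7, while all of their genes had an unadjusted p-value under 0.05, as had 2533 genes in all. DESeq2 gave 213 genes with the replicate block. The block adds terms to the fit, which lowers its power, so these lower numbers are not by themselves evidence against the genes.

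Of the 44 named genes, 11 had an adjusted p-value under 0.05 and 1 of these, *PEX13*, kept it in every fit that left out 1 library. Of the genes that did not pass, 33 passed with DESeq2, 12 without the filter on low counts and 3 with library totals, and 10 of the 11 no longer passed with the replicate block. Without the legacy setting 1 gene more passed and 1 no longer did. In the fits that left out 1 library, 9 results passed that did not with all libraries, and 38 no longer passed.

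The numbers of genes expressed in 1 line only stayed within 1.5 times of 453 and 239 under every alternative. The largest shift of a chromosome segment was 0.10 for 100 genes per segment, 0.14 for 50 genes and -0.060 for 200 genes, and 0.105 over every run of 100 genes. It was -0.0914 with the replicate block, and between -0.0852 and 0.109 with each library left out in turn, the lowest without aGI52 replicate 2 and the highest without aGI52 replicate 1. Since the segment with the largest shift is chosen anew each time, these values need not come from the same segment.

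The depth limits the genes with few counts. For *NF-YA-1*, with 2 counts in aGI52 replicate 2, the log2 fold change went from -3.35 to -2.0 with each library left out in turn. For Soltu.DM.08G027790 and Soltu.DM.05G022770 only lower bounds can be given.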

Differences from the paper's values

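The paper reports 488 differentially expressed genes, 289 up-regulated and 199 down-regulated in aGI52. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 75 genes had an adjusted p-value under 0.05, of which 37 were up-regulated and 38 down-regulated. Of the alternatives set before the data were examined, the Wald test of DESeq2 closed the gap, with 488, 289 and 199 genes, and none of the others did. The highest number among the others was 157, without the filter on low counts. The fit without the legacy setting, chosen after seeing the values, gave 77.

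The paper reports 11 down-regulated transcription factors, and 2 of these had an adjusted p-value under 0.05 in edgeR. With DESeq2 there were 11, and no other alternative set before the data were examined closed the gap. Without the filter on low counts there were 7, with library totals 5 and without aGI52 replicate 3 there were 4.

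For aGI52 replicate 3, the paper's Table S1 gives clean reads as 8.5% of the raw reads. The raw and clean read numbers of the same table give 98.5%. No alternative applies to this value.

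The paper's text sets a threshold on the absolute log2 fold change beside that on the adjusted p-value, while the legend of Fig. S6 sets none above 0. With the threshold of the text, DESeq2 gave 101 genes and edgeR 33. The paper lists the genes of Fig. 5c, Fig. 6a and Fig. 7 as differentially expressed. Of these, 4 of 25, 3 of 12 and 1 of 8 had an adjusted p-value under 0.05 in edgeR, and all of them did in DESeq2. Since DESeq2 gave the paper's numbers of differentially expressed genes, its calls are not independent evidence for these lists. Further settings called some of the listed genes. These were edgeR without the filter on low counts, with 13, 5 and 4 genes, library totals, with 7 genes of Fig. 5c, and the fits without aGI52 replicate 1 or 3, with 5 and 6 genes of Fig. 5c. Without aGI52 replicate 1, 4 genes of Fig. 6a were called, and without aGI52 replicate 3, 3 genes of Fig. 7. The fit without the legacy setting, chosen after seeing the values, called 5 genes of Fig. 5c. Without DES replicate 3, *COL13* was called in edgeR. The directions were those of the paper's lists for every one of these genes. For *MYB-Hv1* the paper's Abstract states down-regulation, while its Results and Fig. 5 give up-regulation, which was also the direction here.

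The paper describes *LDOX* as slightly but significantly down-regulated. *LDOX* itself was not analysed here. The smallest fall with an adjusted p-value under 0.05 in DESeq2 had an absolute log2 fold change of 0.29, and the smallest change in edgeR had 0.47.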

Other observations

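The tests on simulated libraries, the test of the starch genes without DES replicate 3 and the test over every run of 100 genes were chosen only after the result was seen. The limits by which the tests of the starch genes and of the most abundant genes were judged, and the set of genes in the test of neighbouring genes, were changed after a first result. By the limits first set, the explanation of the starch calls by a single DES library would have been kept and that of the TMM factors by a few abundant genes excluded, and both are left open under the changed limits.

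Other splits of the 6 libraries into groups of 3 were compared with the real split. For the genes with an adjusted p-value under 0.05 in edgeR, those also above a 2-fold change, those in DESeq2, and the genes of Fig. 5c, Fig. 6a and Fig. 7 in edgeR, 1 of the 10 splits gave as many, namely the real one. With 10 splits the share cannot fall below 0.1, so a coincidence of grouping cannot be told apart from a difference between the lines by these counts. The lists of the figures were chosen on the real split, which favours it. In edgeR each of the other 9 splits gave 0 genes, with between 477 and 1795 genes at an unadjusted p-value under 0.05, against 3157 for the real split. In DESeq2 they gave between 0 and 127 genes. The split that gave 127 set aGI52 replicates 1 and 2 and DES replicate 3 against the rest, and the next, with 81, set aGI52 replicate 1 and DES replicates 1 and 3 against the rest.

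DESeq2 called 488 genes where edgeR called 75, and the 75 were all among the 488. An explanation by genes whose libraries overlap between the lines is argued against by the values, since 97.1% of the 413 genes called by DESeq2 only had non-overlapping groups, against 20.5% of all genes tested in edgeR, although genes that pass a test are chosen for such a separation. Of the 488 genes, 482 were tested in edgeR, and the other 6, all among the 413, were removed by its filter on low counts. Over the genes called by DESeq2 only that edgeR tested, the median adjusted p in edgeR was 0.120. In simulated libraries with a log2 fold change of 1, 15.4% of the calls of DESeq2 and 8.72% of those of edgeR were unchanged genes. With a log2 fold change of 0.5, edgeR recovered 10.5% of the changed genes and DESeq2 29.1%, and 24.7% of the calls of DESeq2 and 14.5% of those of edgeR were then unchanged genes. At a simulated log2 fold change of 1, edgeR called 155 genes on average and DESeq2 174, and at 0.5 they called 24.8 and 77.4. In the real libraries, 33 genes in edgeR and 101 in DESeq2 were above a 2-fold change, a wider gap than at the simulated 1. A lower power of edgeR at small changes and more false calls by DESeq2 may each contribute to the difference between the tools. The simulated gaps were smaller than that of 75 against 488, so these explanations are not shown to account for all of it. The counts were simulated with the dispersions that edgeR estimated, which can favour edgeR. How the other genes of the 413 divide between these explanations was not tested.

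The TMM factors were lower in every aGI52 library than in every DES library. If a few genes took more of the counts in aGI52, the share of the 100 most abundant genes would be higher in every aGI52 library. The lowest aGI52 share minus the highest DES share was -0.115 percentage points, so the shares overlapped, but by less than their spread between the libraries of a line. This explanation cannot be told apart from a broader difference between the lines with 3 libraries each. The repression of *StGI.04* as a cause was not tested.

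The starch genes of Fig. 6a were lower in aGI52, and a single library, DES replicate 3, had the highest values of *SP*, *SB* and *AGS1*. Without this library 0 of the 5 genes had an adjusted p-value under 0.05 in DESeq2, *SS* having none assigned, while all 5 had an unadjusted p-value under 0.05 and the median log2 fold change was -0.51. Without aGI52 replicate 2 the number was also 0, again with all 5 at an unadjusted p-value under 0.05. Without aGI52 replicate 3, 1 gene passed and 3 had an unadjusted p-value under 0.05. All 5 passed without aGI52 replicate 1, 4 without DES replicate 2 and 3 without DES replicate 1, so a smaller number of libraries does not by itself remove the calls. Since leaving out either DES replicate 3 or aGI52 replicate 2 left 0 calls, the part of the single DES library cannot be told apart from the spread of the others. All 5 genes were lower in aGI52 in each of the fits that left out 1 library, but in all except *SS* the groups did not overlap, which leaves little room for a reversal. A biological difference between the lines stays open.

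A regenerated line can carry a gain or loss of part of a chromosome, which would shift many neighbouring genes together. Over 212 segments of 100 genes in the order of their identifiers, the largest shift of the median log2 fold change was 0.0956, on chromosome 1 from Soltu.DM.01G049680 to Soltu.DM.01G051040. A simulated shift of 0.4 over such a segment was recovered as 0.374. In random orders of the genes, 55 of 1000 gave a shift as large, with a highest value of 0.121. These segments were laid end to end and held 21200 of the 21848 genes tested on chromosomes, without the last genes of each. Over every run of 100 consecutive genes, chromosome ends included, the largest shift was 0.105, and over the last 100 genes of each chromosome it was at most 0.0711 in size. A change of dosage of a run of this length is thus argued against. The medians of whole chromosomes lay between -0.0119 and 0.0163. Of the 10 splits of the libraries 1 gave a shift as large, the real one, and the others gave between 0.0527 and 0.0881. With 10 splits a coincidence of grouping cannot be told apart. Shorter segments stay open.

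Among the genes called by DESeq2, neighbours in the order of the identifiers were called in the same direction in 24 pairs. Of 10000 random orders of the 21849 genes, 0 gave as many pairs, with a median of 5 and a highest number of 19. A candidate explanation is neighbouring genes changing together in aGI52. Reads shared between neighbouring copies of a gene could give the same pattern, and this was not tested, since gene sequences and functions were not used here.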
